# The pathogenesis of common* Gjb2* mutations associated with human hereditary deafness in mice

**DOI:** 10.1007/s00018-023-04794-9

**Published:** 2023-05-13

**Authors:** Qing Li, Chong Cui, Rongyu Liao, Xidi Yin, Daqi Wang, Yanbo Cheng, Bowei Huang, Liqin Wang, Meng Yan, Jinan Zhou, Jingjing Zhao, Wei Tang, Yingyi Wang, Xiaohan Wang, Jun Lv, Jinsong Li, Huawei Li, Yilai Shu

**Keywords:** CX26, CX30, 35delG, 235delC, Hearing loss, Hair cell development, Gap junction channels

## Abstract

Mutations in *GJB2* (Gap junction protein beta 2) are the most common genetic cause of non-syndromic hereditary deafness in humans, especially the 35delG and 235delC mutations. Owing to the homozygous lethality of *Gjb2* mutations in mice, there are currently no perfect mouse models carrying *Gjb2* mutations derived from patients for mimicking human hereditary deafness and for unveiling the pathogenesis of the disease. Here, we successfully constructed heterozygous *Gjb2*^+*/35delG*^ and *Gjb2*^+*/235delC*^ mutant mice through advanced androgenic haploid embryonic stem cell (AG-haESC)-mediated semi-cloning technology, and these mice showed normal hearing at postnatal day (P) 28. A homozygous mutant mouse model, *Gjb2*^*35delG/35delG*^, was then generated using enhanced tetraploid embryo complementation, demonstrating that GJB2 plays an indispensable role in mouse placenta development. These mice exhibited profound hearing loss similar to human patients at P14, i.e., soon after the onset of hearing. Mechanistic analyses showed that *Gjb2* 35delG disrupts the function and formation of intercellular gap junction channels of the cochlea rather than affecting the survival and function of hair cells. Collectively, our study provides ideal mouse models for understanding the pathogenic mechanism of DFNB1A-related hereditary deafness and opens up a new avenue for investigating the treatment of this disease.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00018-023-04794-9.

## Introduction

Congenital hearing loss is one of the most prevalent sensory disorders in children, and more than half of all the cases are caused by genetic mutations [1, 2]. More than 100 genes are involved in syndromic and non-syndromic hearing loss, including autosomal dominant loci, autosomal recessive loci, X-linked loci, and mitochondrial loci (http://hereditaryhearingloss.org) [3, 4]. In 75–80% of cases, the children are born with autosomal recessive non-syndromic hearing loss while both parents have normal hearing [1]. One of the main forms of non-syndromic hearing impairment is autosomal recessive deafness 1A (DFNB1A), which is caused by mutations in *GJB2*, including missense, nonsense, frameshift, insertion, and deletion mutations [5], and such mutations are especially common in the US, many European countries, Israel, Australia, and several Asian countries [5–9]. The c.35delG (also known as c.30delG) and c.235delC alleles are the most common hearing loss-associated *GJB2* alleles in the Caucasian and Asian populations, respectively [5, 7, 8, 10, 11]. The study of the genetic origins and pathophysiological phenotypes of congenital hearing loss will help to decipher the pathogenesis of the disease and promote the development of effective treatments.

The *GJB2* gene encodes gap junction protein 26 (connexin 26, CX26), which is expressed in the non-sensory cells (epithelial cells and supporting cells) of the cochlea assembles with *GJB6* gene encoding connexin 30 (CX30) to form intercellular gap junction channels involved in recycling of potassium ions, and exchange of compounds in the cochlea [12–14]. Gap junction proteins in the cochlear supporting cells are hypothesized to allow rapid removal of K^+^ away from the base of hair cells, resulting in recycling back to the endolymph, and these channels ensure the propagation of Ca^2+^ waves in response to inositol 1,4,5-trisphosphate and possibly to other secondary messengers for mechanoelectrical transduction [15, 16]. To further elucidate the mechanisms of GJB2 in normal auditory function, several mouse models of *Gjb2* mutants have been reported to mimic the pathological phenotypes of human hereditary deafness, including conditional null alleles and transgenic point mutations [17–19]*.* The homozygous mutation in *Gjb2* caused embryo lethality, possibly due to placental defects, which may need to be demonstrated by tetraploid embryo compensation [20–22]. Until now, only the R75W mutation from human patients has been mimicked in a transgenic mouse model that displayed profound hearing loss [19]. However, the R75W mice were established by integrating cDNA sequences carrying R75W into the genome of wild-type mice, so the heterozygous mouse model does not provide accurate material for the study of the pathogenesis and treatment of deafness, and other models, especially those carrying high-frequency pathogenic mutations in populations, such as 35delG or 235delC, need to be established. Thus, the mouse models developed here of homozygous 35delG mutations in *Gjb2* might completely mimic human hereditary deafness and might lead to the identification of pathogenic mechanisms and might provide a good system for testing treatments such as gene therapy.

To overcome the low efficiency of conventional zygote injection for the construction of knock-in mouse models in embryonic-lethal genes (Supplemental Fig. S1), we used enhanced androgenetic haploid embryonic stem cells (AG-haESCs) semi-cloning technology, which carries both *H19*-DMR and *IG*-DMR deletions (termed DKO-AG-haESCs) [23, 24], combined with the CRISPR-Cas9 system enable the rapid construction of heterozygous mouse models related to lethal genes [25, 26]. Thus, in this study we first generated 35delG and 235delC heterozygous mice by semi-cloning technology and then successfully obtained 35delG homozygous mice through tetraploid embryo complementation, which has shown that mouse ESCs alone are capable of supporting embryonic development and growth of mouse, creating a non-chimeric mouse [27]. These models demonstrate that GJB2 plays an important role in mouse and human hearing development and suggest the reasons for hearing loss in patients with *GJB2* mutations.

## Results

### *Gjb2* 35delG and 235delC heterozygous mice show normal hearing at a young

DKO-AG-haESCs combined with CRISPR-Cas9 can efficiently generate knock-in mouse models [28]. We first constructed homologous recombinant vectors containing 35delG and 235delC, respectively (Fig. 1A, B). Then we transfected O48 cells, a DKO-AG-haESC line [24], with pX330-mCherry-35delG and pX330-mCherry-235delC plasmids expressing *Cas9* and sgRNAs targeting exon 2 of *Gjb2* and corresponding donor vectors with 35delG and 235delC mutations, respectively (Fig. 1A, B). After 24 h, mCherry-positive cells with a haploid karyotype were enriched by fluorescence-activated cell sorting (FACS) for single-cell expansion (Supplemental Fig. S2A, B). After 7 days of culture, single clones from the single-cell expansion were picked and lysed for genotyping (Supplemental Fig. S2A). Finally, DKO-AG-haESCs carrying 35delG and 235delC mutations were established (Supplemental Fig. S2C, D).

**Fig. 1:**
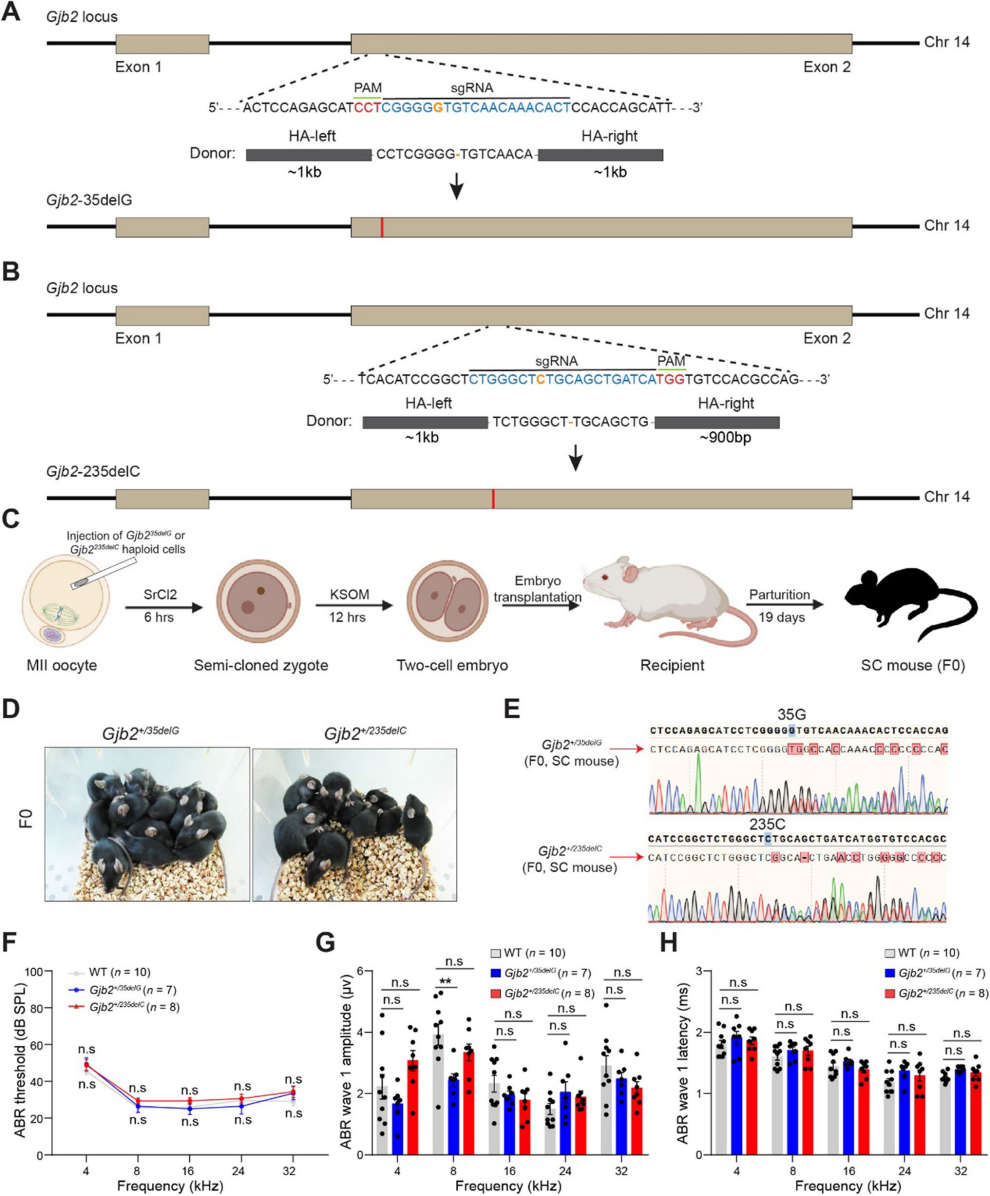
The generation of *Gjb2* 35delG and 235delC heterozygous mice. **A** and **B** Schematic diagram of the construction of 35delG (**A**) and 235delC (**B**) knock-in in *Gjb2*. The blue bases represent the sgRNA sequence. The PAM sequence and the deleted base are shown in red and orange, respectively. The donor sequence ligates to the pMD19T vector. **C** Experimental procedures for producing heterozygous mouse models carrying 35delG or 235delC of *Gjb2* through semi-cloning technology. **D** Images of *Gjb2*^+*/35delG*^ and *Gjb2*^+*/235delC*^ semi-cloned (SC) mice at six weeks. **E** Representative Sanger sequencing results of *Gjb2*^+*/35delG*^ and *Gjb2*^+*/235delC*^ SC mice. **F** The averaged ABR thresholds of the 4-week-old wild-type, *Gjb2*^+*/35delG*^, and *Gjb2*^+*/235delC*^ mice at 4, 8, 16, 24, and 32 kHz. *n* represents the number of tested mice. These heterozygous mice are the offspring of multiple generations of backcrossed with C57BL/6J mice. Wild-type and heterozygous mice from the same litter. **G** and **H** The ABR wave I amplitudes (**G**) and latencies (**H**) of the 4-week-old wild-type, *Gjb2*^+*/35delG*^, and *Gjb2*^+*/235delC*^ mice at 4, 8, 16, 24, and 32 kHz. Data are shown as the mean ± s.e.m of the indicated biological replicates. n.s, no significance, **P < 0.01 by Student’s unpaired two-sided *t*-test

Next, we injected *Gjb2*^*35delG*^ and *Gjb2*^*235delC*^ haploid cells into wild-type MII oocytes and successfully obtained heterozygous semi-cloned mice carrying the 35delG or 235delC mutation in *Gjb2* (Fig. 1C–E). Female F0 semi-cloned mice were backcrossed with wild-type C57BL/6J males for more than five generations to exclude the potential influence of *H19*-DMR and *IG*-DMR deletions and off-targets (Supplemental Fig. S3A, B). Bodyweight analysis showed that heterozygous mutation of 35delG or 235delC did not affect the growth of mice (Supplemental Fig. S3C, D). Auditory brainstem response (ABR) tests also showed that the hearing thresholds of *Gjb2*^+*/35delG*^ and *Gjb2*^+*/235delC*^ knock-in mice were similar to wild-type mice at frequencies of 4, 8,16, 24, and 32 kHz at postnatal day 28 (P28) (Fig. 1F–H). These results demonstrated that younger mice carrying heterozygous 35delG and 235delC mutations showed normal ontogeny and auditory function, similar to that of human carriers [29].

### *Gjb2* 35delG homozygous mice show complete hearing loss at P35

To determine the phenotypes and functional effects caused by complete loss of the GJB2 protein, we tried to obtain mouse models carrying homozygous 35delG or 235delC by mating heterozygotes. No homozygotes were observed and the proportion of heterozygotes did not follow Mendel’s laws (Supplemental Fig. S3E), and this might also be caused by embryonic lethality due to placental defects similar to what was seen for *Gjb2* knock-out mice in previous work [22]. Tetraploid embryo complementation is the gold standard for demonstrating and rescuing placental defects and can result in live births [30–32]. Thus, we first derived embryonic stem cell (ESC) lines carrying homozygous 35delG in *Gjb2* from the inner cell mass of preimplantation blastocysts, which were obtained from in vitro fertilization (IVF) (Supplemental Fig. S4A–C). Previous studies showed that the efficiency of producing ESC-derived mice via injection into 4–8-cell tetraploid embryos is greater than that obtained via tetraploid blastocyst complementation [20, 21]. Thus, we attempted to obtain homozygous mutant mice by injecting about ten *Gjb2*^*35delG/35delG*^ ESCs into one 4–8-cell tetraploid embryo using a piezo manipulator (Fig. 2A). In total, we successfully obtained 26 live pups carrying the homozygous 35delG mutation out of 1719 reconstructed blastocysts in 18 independent experiments (Fig. 2B, Supplemental Fig. S5A and Table S1). Taken together, these results demonstrated that GJB2 plays an indispensable role in mouse placenta development.

**Fig. 2:**
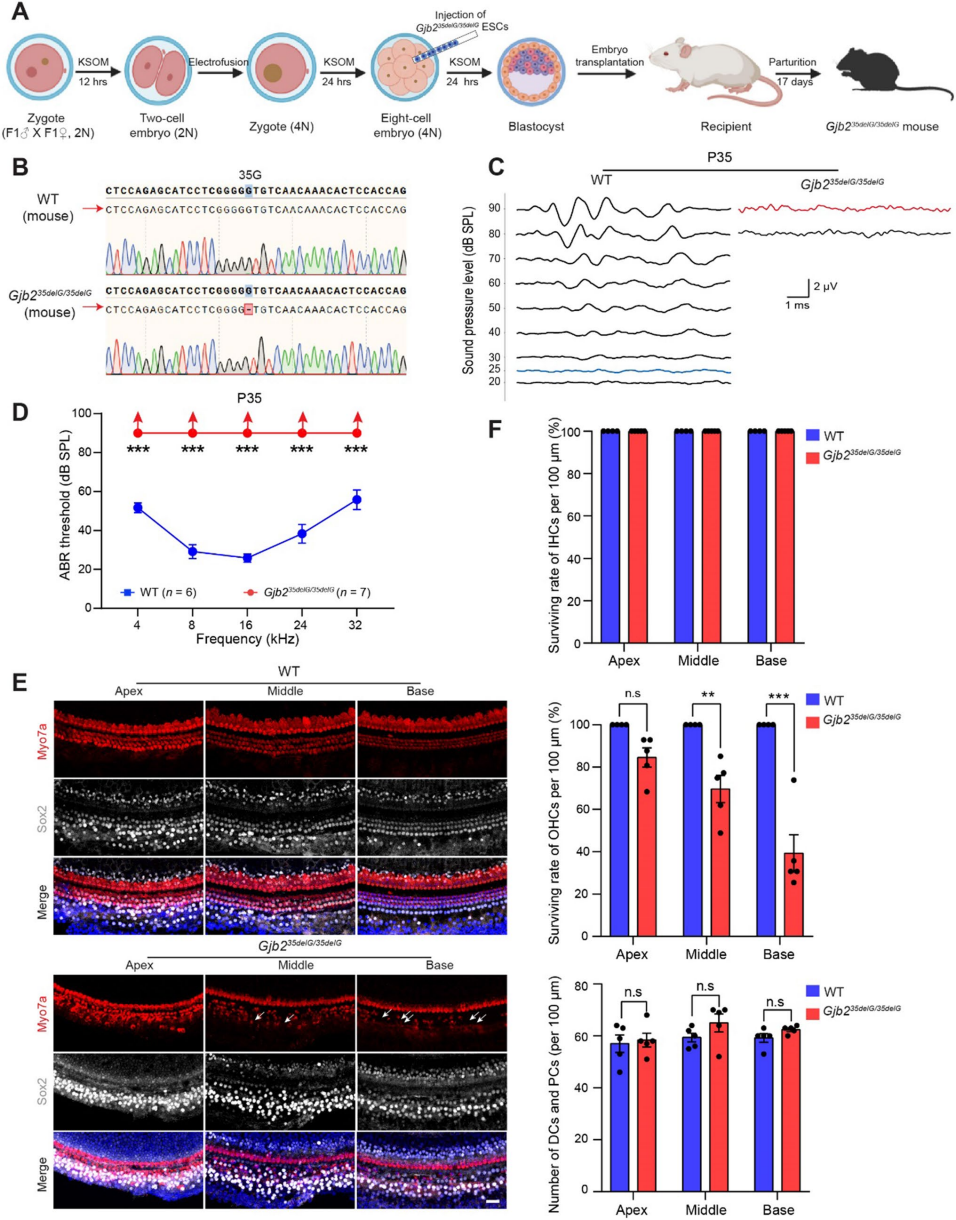
The generation of *Gjb2* 35delG homozygous mice with profound deafness. **A** Schematic diagram of the generation of *Gjb2* 35delG homozygous mice via tetraploid embryo complementation (created in BioRender.com). **B** Representative Sanger sequencing results of wild-type and *Gjb2*^*35delG/35delG*^ males. **C** ABR waveforms were recorded at 8 kHz in the wild-type and *Gjb2*^*35delG/35delG*^ mice at P35. The blue and red traces indicate the thresholds of wild-type and *Gjb2*^*35delG/35delG*^ males, respectively. The scale bar for all traces is shown. **D** The average ABR thresholds of the P35 wild-type and *Gjb2*^*35delG/35delG*^ mice at 4, 8, 16, 24, and 32 kHz. Upward arrows indicate that there were no ABR responses at 90 dB SPL for the corresponding frequencies, and the hearing threshold was recorded as 90 dB SPL. *n* represents the number of tested mice. **E** Representative confocal microscopy images of Myo7a and Sox2 immunofluorescence in the apical, middle, and basal turns of the cochleae from wild-type and *Gjb2*^*35delG/35delG*^ mice at P35. White arrows indicate the loss of hair cells. Scale bar, 20 μm. **F** Quantification of surviving IHCs, OHCs, supporting cells of Deiters’ cells and outer/inner pillar cells (DCs and PCs) in the wild-type and *Gjb2*^*35delG/35delG*^ males at P35, respectively. Individual values are shown. Data are shown as the mean ± s.e.m of the indicated biological replicates. n.s, no significance, **P < 0.01, ***P < 0.001 by Student’s unpaired two-sided t-test

To determine whether *Gjb2*^*35delG/35delG*^ mice can mimic human hereditary deafness, we performed ABR tests at frequencies of 4, 8, 16, 24, and 32 kHz on homozygous and wild-type mice at 5 weeks of age. The results showed that *Gjb2*^*35delG/35delG*^ mice had significantly elevated ABR thresholds across all frequencies tested and had completely lost their hearing (Fig. 2C D), which is consistent with patients carrying homozygous 35delG mutations in the *GJB2* gene [33]. Meanwhile, we found that the homozygous 35delG mutation also had no effect on the growth of the mice (Supplemental Fig. S5A, B). The organ of Corti is the epithelium of the cochlea and contains one row of inner hair cells (IHCs) and three rows of outer hair cells (OHCs), which can convert the pressure fluctuations of sound into electrical signals through mechanoreceptors [34]. Supporting cells, such as Deiters’ cells and pillar cells surrounding sensory hair cells, play an essential role in the physiology of the cochlea and help convey auditory inputs to the brain [35, 36]. Immunofluorescence staining showed that OHCs, but not IHCs, were partially lost in 35delG homozygotes from the apical turn to the basal turn of the cochlea, which damaged frequency selectivity and signal amplification (Fig. 2E, F). However, supporting cells did not show a significant change in the cochlea of the *Gjb2*^*35delG/35delG*^ mice at P35 (Fig. 2E, F). Taken together, hearing loss in the *Gjb2*^*35delG/35delG*^ mice appears to be caused by the degeneration of sensory hair cells, which is similar to what is seen in the R75W transgene and *Gjb2* P0 knockdown mouse models [19, 37].

### GJB2 absence disrupts the GJCs formation of the cochlea

In previous studies, *Gjb2*^*loxP/loxP*^*;Rosa26*^*CreER*^ mice were injected with 4-hydroxytamoxifen to knockdown *Gjb2* at different time points after birth, including P0, P5, P6, P8, P10, P12, P15, and P20, and this showed that *Gjb2* knock-down before P8 caused profound hearing loss, failure of the tunnel of Corti to open up, and massive hair cell degeneration [37–39], indicating that GJB2 plays important roles in the postnatal maturation of the cochlea. Immunostaining showed that GJB2 was localized in the cochlea from embryonic day 16 (E16) [40]. To reveal the function of GJB2 in the cochlea during embryonic development, we first analyzed the supporting cells and hair cells at E17.5 and P0 using immunofluorescence. The results showed that the number and distribution of supporting cells and hair cells were unaffected in the apical, middle, and basal turns of the cochlea at E17.5 and P0 when *Gjb2* was disrupted (Supplemental Fig. S6A, B). Moreover, scanning electron microscopy (SEM) showed that the structures of hair cell stereocilia in *Gjb2*^*35delG/35delG*^ mice were also normal compared to wild-type mice during embryonic development (Supplemental Fig. S6C, D). These results indicated that *Gjb2* is dispensable for the prenatal development of hair cells and supporting cells in the cochlea.

The mouse cochlea is not fully developed at birth and it continues to mature until P14, at which point hearing becomes active, so we tested the ABR of *Gjb2*^*35delG/35delG*^ mice at P14. As expected, the homozygous mice were completely deaf at P14 at frequencies of 4, 8, 16, 24, and 32 kHz (Fig. 3A, B). Subsequently, we performed distortion product otoacoustic emission (DPOAE) reflecting the active cochlear amplification to assess fine changes in OHCs function. We found that the DPOAEs could not be induced in the 35delG homozygous mice with profound deafness (Fig. 3C–E), indicating that the function of OHCs is damaged. Besides, *Gjb2*^*35delG/35delG*^ mice exhibited the delayed apoptosis of greater epithelial ridge (GER) cells and GER retention (Supplemental Fig. S7A), which is similar to the previous study [41]. To our surprise, the hair cells and supporting cells around the hair cells were also intact in the homozygous mice (Fig. F, G), indicating that the degeneration of hair cells at P35 in the cochlea was not the direct cause for hearing loss in 35delG homozygous mice.

**Fig. 3:**
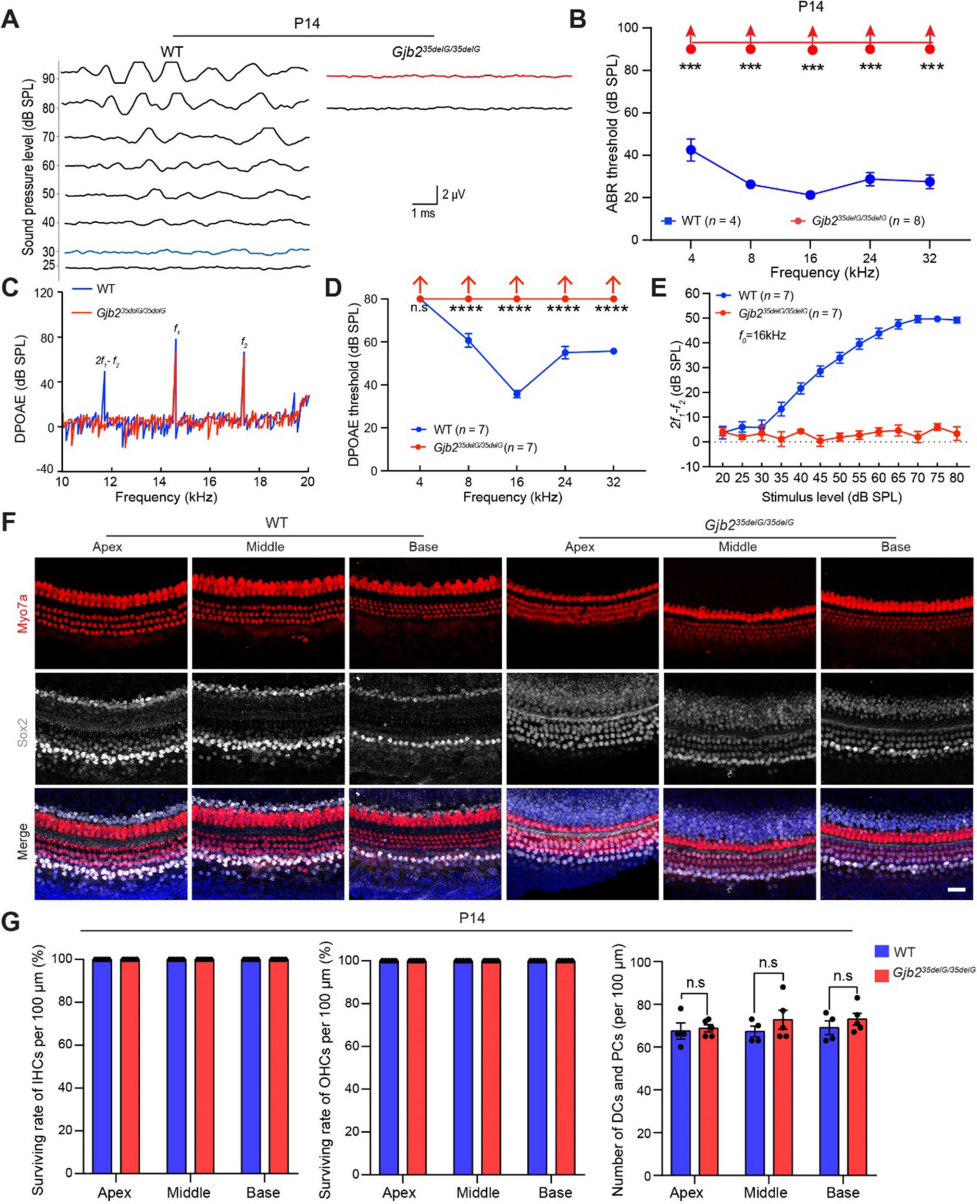
The influence of GJB2 in the cochlea at P14. **A** ABR waveforms were recorded at 8 kHz in the wild-type and *Gjb2*^*35delG/35delG*^ males at P14. The blue and red traces indicate the thresholds of wild-type and *Gjb2*^*35delG/35delG*^ mice, respectively. The scale bar for all traces is shown. **B** The average ABR thresholds of the P14 wild-type and *Gjb2*^*35delG/35delG*^ males at 4, 8, 16, 24, and 32 kHz. Upward arrows indicate that there were no ABR responses at 90 dB SPL for the corresponding frequencies, and the hearing threshold was recorded as 90 dB SPL. *n* represents the number of tested mice. Data are shown as the mean ± s.e.m. *** *P* < 0.001 by Student’s unpaired two-sided *t*-test. **C** Spectra of DPOAE were recorded from the wild-type (blue trace) and *Gjb2*^*35delG/35delG*^ (red trace) males at P14. *f*_0_ = 16 kHz, *f*2/*f*1 = 1.2, *L*_1_/*L*_2_ = 60/60 dB SPL. The peak of DPOAE (2*f*_1_–*f*_2_) in *Gjb2*^*35delG/35delG*^ mice was not available but *f*1 and *f*2 peaks remained the same as those in wild-type mice. **D** The average DPOAE thresholds were measured on the same animals performed with ABR recording at 4, 8, 16, 24, and 32 kHz. Upward arrows indicate that there were no DPOAE responses at the stimulus level of 80 dB SPL for the corresponding frequencies, and the DPOAE threshold was recorded as 80 dB SPL. *n* represents the number of tested mice. Data are shown as the mean ± s.e.m. **** *P* < 0.0001 by Student’s unpaired two-sided *t*-test. **E** Input/output function of the DPOAE (2*f*_1_–*f*_2_) amplitudes of wild-type and *Gjb2*^*35delG/35delG*^ males at 16 kHz frequency at P14. Data are shown as the mean ± s.e.m. The dotted line is the noise level. **F** Representative confocal microscopy images of Myo7a and Sox2 immunofluorescence in the apical, middle, and basal turns of the cochleae from wild-type and *Gjb2*^*35delG/35delG*^ males at P14. Scale bar, 20 μm. **G** Quantification of surviving inner hair cells (IHCs), outer hair cells (OHCs), supporting cells of Deiters’ cells and outer/inner pillar cells (DCs and PCs) in the wild-type an*d Gjb2*^*35delG/35delG*^ males at P14, respectively. Data are shown as the mean ± s.e.m of the indicated biological replicates. n.s., no significance by Student’s unpaired two-sided *t*-test

GJB2 and GJB6 form the intercellular gap junction channels (GJCs) of non-sensory cells in the cochlea [13, 42]. *Gjb6* knock-out mice show profound hearing loss with a reduction of GJB2 protein, which disrupts the formation of GJCs [12, 43]. Thus, we first determined the integrity of the GJCs by immunofluorescence of GJB2 and GJB6 in the whole cochlea at P14. As expected, GJB2 was not observed in 35delG homozygous mice (Fig. 4A). However, to our surprise, GJB6 protein was significantly down-regulated in the supporting cells of 35delG homozygous mice resulting in the total disruption of GJCs, suggesting that the macromolecular complex had been degraded (Fig. 4A and Supplemental Fig. S8A). In a detailed analysis of the GJCs structure in the inner sulcus cells (ISCs), we observed that in wild-type cochleae, the GJCs were extensive and flat at the cell periphery, arranged in neat pentagonal or hexagonal shapes, while in 35delG homozygous cochleae, the GJCs were considerably broken down and appeared as tiny, vesicle-like structures (Fig. 4B, C). We observed that GJC disruption was already present in P0 mice (Supplemental Fig. S8B), indicating the impairment of the cochlea prior to the onset of hearing. We further analyzed the protein expression of GJB2 and GJB6 in different tissues (cerebellum, liver, bladder, tail, and cochlea) between wild-type and *Gjb2*^*35delG/35delG*^ mice at P14 by western blot. The result showed that GJB6 was comparable to wild-type bladder and tail in 35delG homozygous mice with a low expression, but was reduced in cerebellum and cochlea with a high expression (Fig. 4D). To answer the question of whether the loss of GJB6 protein is due to transcriptional regulation, the qPCR results showed that the expression of *Gjb2* and *Gjb6* in 35delG homozygotes was also reduced in cerebellum and cochlea (Fig. 4E, F). Taken together, these results suggested that GJB2 and GJB6 expression is interrelated at the transcription and translation levels in the cerebellum and cochlea, which may be regulated through the NF-κB pathway and contribute to deafness [12].

**Fig. 4:**
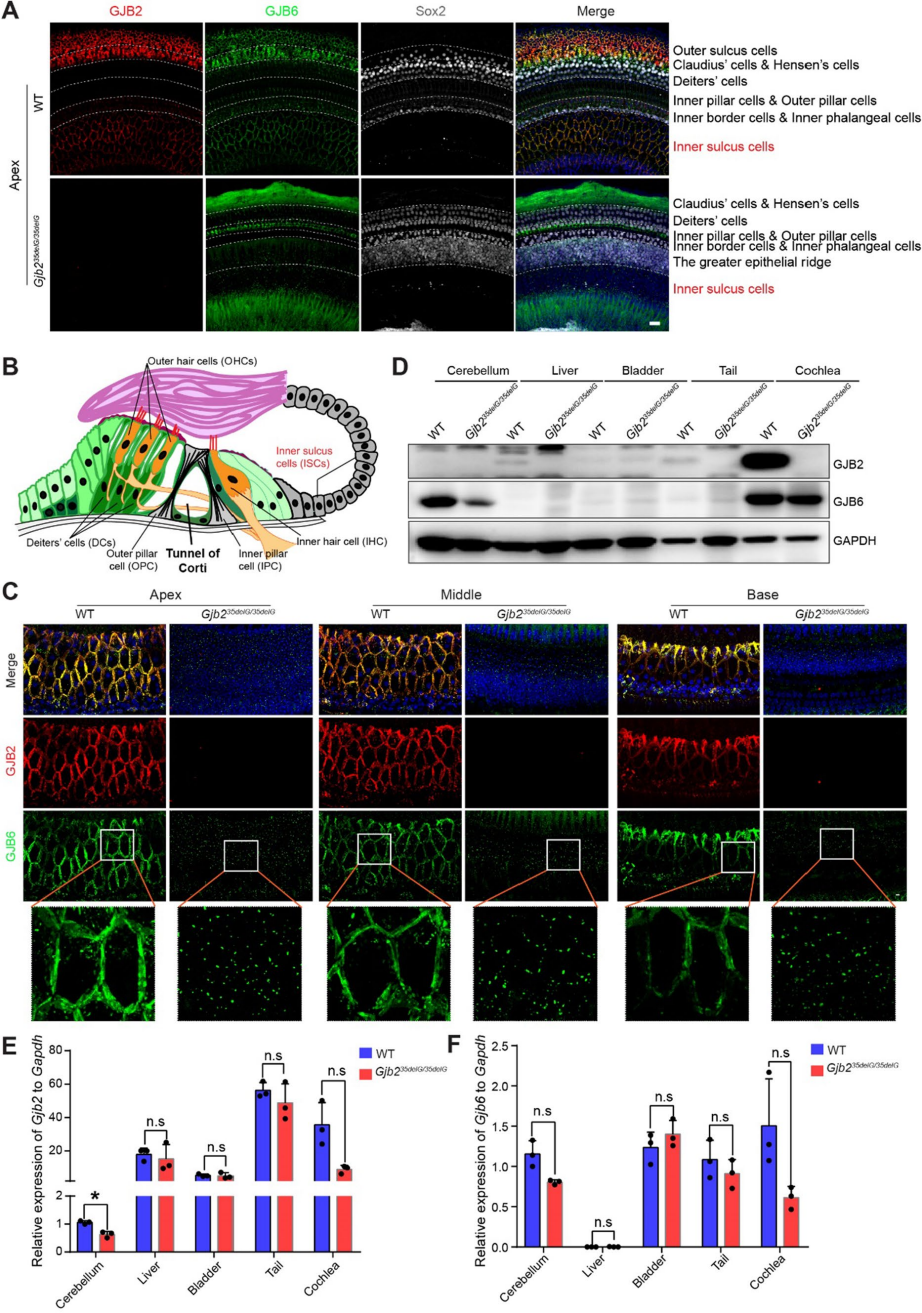
The mutation of GJB2 disrupts the formation of GJCs by reducing the GJB6 protein. **A** The panoramic view of representative confocal images of apical turns from wild-type and 35delG homozygous mice at P14, by staining GJB2, GJB6, and Sox2. The regions containing different supporting cells were delineated in the figure. Scale bar, 20 μm. **B** The diagram of the organ of Corti. **C** Representative confocal microscopy images of GJB2 and GJB6 immunofluorescence in the apical, middle, and basal turns of the cochleae from wild-type and *Gjb2*^*35delG/35delG*^ mice at P14. The inner sulcus areas were shown. Three independent mice were analyzed for each group. Scale bar, 20 μm. The bottom row shows high magnification views of GJB6. **D** Western blots showing GJB2 and GJB6 protein expression levels in the different tissues of wild-type and *Gjb2*^*35delG/35delG*^ mice, including cerebellum, liver, bladder, tail, and cochlea. Results obtained with GADPH are shown as controls for the amount of protein loading in each lane. Two biological repeats for each group. **E** and **F** Transcriptional analysis of *Gjb2* (**E**) and *Gjb6* (**F**) genes in different tissues of wild-type and *Gjb2*^*35delG/35delG*^ mice by qPCR, including cerebellum, liver, bladder, tail, and cochlea. Three biological repeats for each group. The expression values were normalized to that of *Gapdh*. Data are shown as the average mean ± s.e.m. *P < 0.05; n.s, no significant difference

### The 35delG mutation in *Gjb2* impair structure and function of the cochlea

To investigate the effects of GJCs abnormalities on inner ear cells, we performed RNA-seq in the cochlea at P14 to investigate the cause of hearing loss in homozygous 35delG mice. 

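RNA-seq measures the level of every transcript of a tissue at once, and here it was applied to the cochlea, the spiral part of the inner ear that holds the hair cells. Wild-type and 35delG homozygous mice were compared in 3 turns at P14. Each combination of genotype and turn had 2 biological repeats, which gives 12 libraries. The homozygous mice were males grown from embryonic stem cells by tetraploid complementation, delivered by cesarean section and nursed by ICR females, whereas wild-type males of the same age were purchased. Genotype and origin of the mice therefore go together in every library. The paper's text does not name the number of mice, cochleae or stem cell lines behind a library. Its supplement traces nearly all homozygous pups that lived past 2 weeks to 1 stem cell line. The homozygous repeats may therefore share 1 line, and a change in that line could not be told from the mutation. The authors sequenced pairs of 150 nt reads, cleaned them with fastp, aligned them to mm10 (GRCm38) with STAR, kept the uniquely mapped reads and calculated FPKM with stringtie. FPKM are fragments divided by transcript length and by the number of mapped fragments, so a library's size is already divided out. The deposited values have no steps of whole reads, and the smallest value above 0 is 1e-06 in every library. The sequencing depth behind a value is therefore unknown, and no counting error can be given. For the same reason, an entry of 0 is reported only as listed at 0. The authors' own DEGs came from read counts tested with DESeq2, and these counts were not used here. From the 37432 genes of the deposited table, the FPKM of each library were divided by a median-of-ratios factor over the 11552 genes with at least 1 FPKM in every library. These factors lay between 0.917 and 1.06. Genotypes were compared on log2(scaled FPKM + 1) with limma for the 16215 genes that reached 1 FPKM in at least 2 libraries, with all 6 groups in 1 fit so that they share 1 estimate of the spread. A fold change on this scale understates the change of low genes. As in the paper, a gene was called at an adjusted p under 0.01 and a fold change over 2. On simulated values for 15803 genes in the same design, the fit called 85 of 100 genes changed 4-fold, 94 of 100 changed 16-fold, and 1 unchanged gene. The simulated genes varied independently of each other, which genes of real tissue do not. Each had the same spread in all groups, and the changed genes were drawn from those above about 5 FPKM. In the real data, limma's library weights, which fall as the spread rises, were 2.54 for wild-type apical but 0.478 for wild-type basal libraries. The simulated rates therefore do not carry over to the basal turn or to low genes.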

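*Gjb2*, listed as ENSMUSG00000046352.7, lies on the minus strand of chromosome 14 of GRCm38 from 57098600 to 57104702 and has 2 exons. Its coding sequence of 681 nt lies in exon 2, which spans 57098600 to 57100771, and the rest of the transcript is untranslated. Coding position 35, after which the 35delG mutation is named, is a G at 57100715 in codon 12, the last of a run of 5 G from coding position 31. The reference coding sequence begins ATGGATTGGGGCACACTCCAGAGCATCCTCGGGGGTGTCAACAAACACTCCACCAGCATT.

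**Figure D1:**
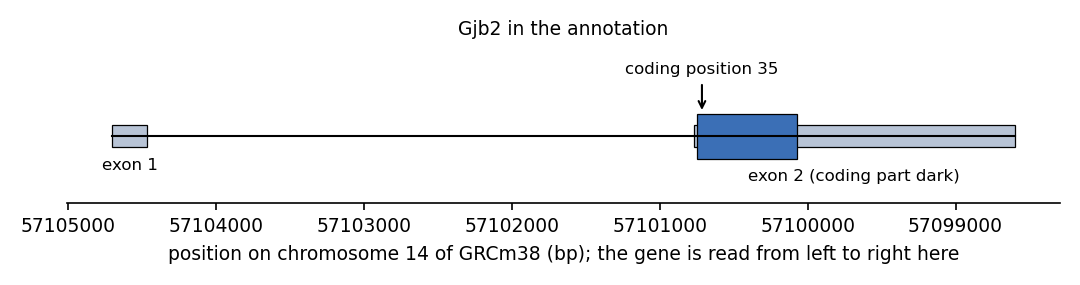
Map of Gjb2 on chromosome 14 of GRCm38, with the position in base pairs on the horizontal axis and the gene read from left to right. Grey boxes are untranslated parts of the 2 exons, the dark box is the coding part, and the arrow marks coding position 35 near the start of the coding part.

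The FPKM count all fragments of the gene and do not show which allele they carry. In the apical turn, the scaled FPKM of *Gjb2* was 251 ± 4.11 (SD, n = 2) in wild-type and 354 ± 31.6 in homozygous libraries, a log2 fold change of 0.49 (standard error 0.47, adjusted p = 0.658 from limma). In the middle turn it was 204 ± 90.8 and 353 ± 138, a log2 fold change of 0.81 (adjusted p = 0.319). The basal turn had 345 ± 126.5 and 92.5 ± 48.0, a log2 fold change of −1.94 (adjusted p = 0.0238), which did not reach the threshold of 0.01. The repeats themselves were far apart, with 434.5 and 255.6 in the wild-type basal turn. With each basal library left out in turn, the basal change lay between −2.49 and −1.38. Averaged over the 3 turns, *Gjb2* was not called, with a log2 fold change of −0.21 (standard error 0.27, adjusted p = 0.746). *Gjb6*, which lies next to it at 57123303 to 57133611, encodes the partner of GJB2 in cochlear gap junctions. Its log2 fold change was 1.03 in the apical turn (adjusted p = 0.129), 1.27 in the middle turn (adjusted p = 0.0450) and −0.81 in the basal turn (adjusted p = 0.0759). Both homozygous libraries lay above both wild-type libraries in the apical and middle turns and below them in the basal turn. The difference of this effect between the basal and middle turns was itself past the threshold (log2 difference −2.08, adjusted p = 0.00747 from limma).

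**Figure D2:**
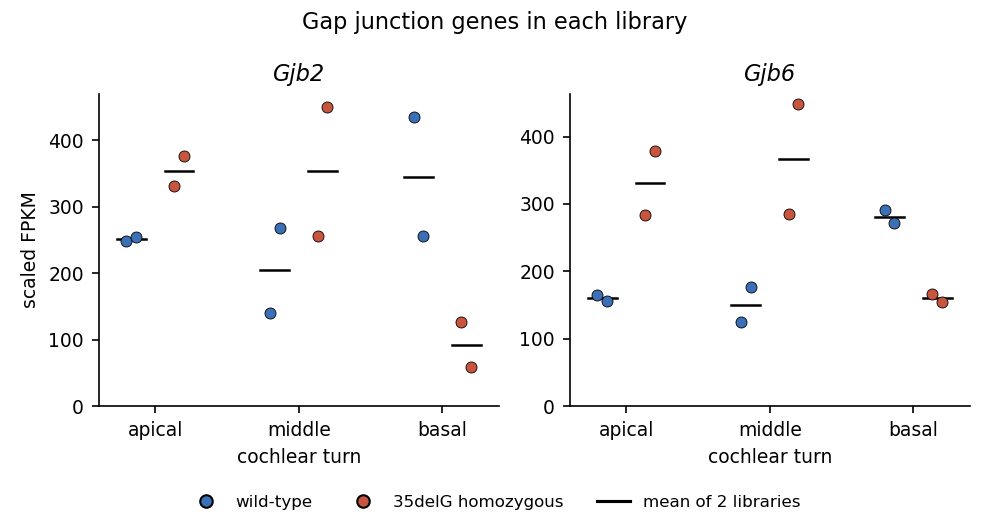
Scaled FPKM of Gjb2 and Gjb6 (vertical axis, starting at 0) in each of the 12 libraries by cochlear turn. Points are libraries, wild-type in blue and 35delG homozygous in red, and bars are means of 2 libraries. The homozygous Gjb2 libraries of the basal turn sit at 126.4 and 58.6, under the 434.5 and 255.6 of the wild-type ones.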

The cochlea was surgically divided into the apical, middle, and basal turns according to the sensitivity to different sound frequencies for RNA extraction, library construction, and sequencing (Supplemental Fig. S9A). 

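The FPKM of a library sum to a value that depends on the lengths of the transcripts it holds, not on the number of reads. The sums were 316425 and 324586 in the wild-type and 340388 and 376017 in the homozygous apical turn. They were 358355 and 371633 in the wild-type and 371279 and 385901 in the homozygous middle turn. The basal sums were 331399 and 408162 in wild-type and 323394 and 373613 in homozygous libraries. Between 13729 and 14703 genes reached 1 FPKM. The 10 highest genes took from 11.8% of the sum in a wild-type basal library to 21.6% in a wild-type middle library. Transcripts of the mitochondrial genome took between 7.32% and 20.6%. All pieces came from male mice, and *Xist*, which female cells express, was at most 0.0746 scaled FPKM in any library, whereas the Y-linked *Ddx3y* was at least 18.1 in all of them.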

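Principal components were computed on log2(scaled FPKM + 1) of the 16215 genes tested. The first component held 43.2% of the variance, the second 19.8% and the third 11.3%. With only the 500 genes of highest variance, the share of the first rose to 50.5%. The genotypes took opposite sides in the middle and basal turns. On the first component, the wild-type middle libraries had scores of 41.6 and 21.7 and the homozygous ones −22.8 and −49.3. The wild-type basal libraries had −54.0 and 8.23 and the homozygous ones 67.8 and 88.2. Apical libraries were spread less on this axis, from −23.4 and −13.6 in wild-type to −41.6 and −22.8 in homozygous mice, and were parted on the second component.

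**Figure D3:**
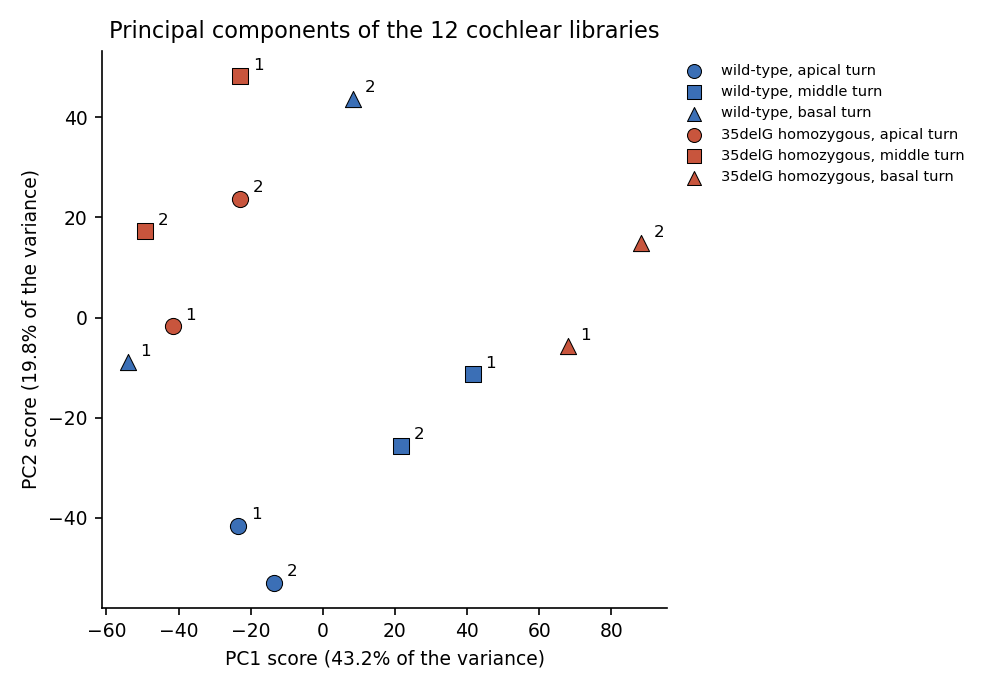
Scores of the 12 libraries on the first (horizontal, 43.2% of the variance) and second (vertical, 19.8%) principal component, without units. Colour gives the genotype, shape the turn, and the number the biological repeat. The wild-type basal repeats lie far apart, and the homozygous basal libraries lie alone at the right.

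The Euclidean distance over these genes was used to set repeats against genotypes. In the apical turn the repeats lay 40.3 (wild-type) and 52.8 (homozygous) apart, and libraries of different genotype 79.9 on average. In the middle turn the repeats were 66.9 and 76.3 apart and the genotypes 107. The wild-type basal repeats were 105 apart and the homozygous ones 74.5, against a mean of 129 between the genotypes with a range of 106 to 155. The excess of the distance between genotypes over the distance between repeats, summed over the turns, was 108, and no other of the 27 assignments of genotypes within turns gave as much (exact permutation test, one-sided, p = 0.0370, the smallest that this design allows). A turn alone, with 2 against 2 libraries, cannot go under p = 0.333 in an exact permutation test and was not tested. It was at this smallest value too with the 500 genes of highest variance, a pseudocount of 0.1, the FPKM as deposited, or Spearman's correlation as the distance, which does not show how far the separation moved. The nearest library was the own repeat for 6 of the 12 libraries.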

Principal component analysis of the transcriptome data showed a similarity between repeat samples, but a clear difference between wild-type and homozygous mice, especially in the middle and basal turns, which was consistent with the immunofluorescence results (Fig. 2E and Supplemental Fig. S9B). 

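At the paper's thresholds, limma called 29 genes between homozygous and wild-type mice in the apical turn, 16 higher and 13 lower in homozygotes. In the middle turn it called 29 genes, 13 higher and 16 lower. It called 696 genes in the basal turn, 410 higher and 286 lower. At an unadjusted p under 0.05 these numbers were 2663, 4118 and 5249 of 16215 genes. Both homozygous libraries lay above both wild-type libraries, or below them, for 59.0% of the genes in the apical, 59.5% in the middle and 54.0% in the basal turn, where chance gives 33.3%. The basal count rests on the spread shared by all 6 groups. With only the 4 libraries of a turn in the fit, 93 genes were called in the apical turn, 0 in the middle turn (3930 at an unadjusted p under 0.05) and 0 in the basal turn (3234). Leaving out 1 library of another turn lowered the basal count to between 40, without the second wild-type apical library, and 287. Whether the genotype effect differs between turns was tested for each gene directly. It differed for 0 genes between the middle and apical turns (1306 at an unadjusted p under 0.05). It differed for 129 between the basal and apical turns and for 1445 between the basal and middle turns. With the repeat number as a block in the fit, the basal minus apical count was 0 (4538 at an unadjusted p under 0.05). The basal minus middle count was then 967. Leaving out 1 library lowered both counts too. Of the genes called, 10 were shared by the apical and middle turns, all in the same direction. The middle and basal turns shared 22, of which 11 had the same direction. Of the 696 basal genes, 114 had the same sign of change in the middle turn.

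Some of the largest changes were common to all turns. *Thrb*, a thyroid hormone receptor gene on chromosome 14 from 17660896 to 18038090, had scaled FPKM between 7.36 and 11.9 in wild-type libraries and between 0 and 0.0363 in homozygous ones. *Eif2s3y* on the Y chromosome had 13.2 to 32.2 in wild-type and 0 to 0.0319 in homozygous libraries. In the other direction, *Gm10260* was between 13.1 and 37.6 in homozygous libraries and at most 0.0746 in wild-type ones. No fold is given for these 3 genes, since one genotype is listed at or near 0. *Gm10260* is annotated as a retrogene and *Atp6v0c-ps2*, another of the most raised genes, as a processed pseudogene, and how many of their reads come from related genes is not known. The apical turn also had higher *Scg2* (log2 fold change 5.27, adjusted p = 0.00494) and *Tecta* (5.19, adjusted p = 0.00517) and lower *Mdm1* (−4.62, adjusted p = 0.00987). *Pllp* fell in the middle turn (−2.85, adjusted p = 0.00327). The lowest genes of the basal turn were *Ceacam16* (−7.65, adjusted p = 0.00344), *Vmo1* and *Gpx2*, all of which differed several-fold between the wild-type repeats too, with 2268 and 396.8 scaled FPKM for *Ceacam16*. Not all of these falls belong to a single turn. *Mdm1* was called in the basal turn too (−3.16, adjusted p = 0.00857 from limma). Averaged over the turns, *Ceacam16* (−4.57) and *Gpx2* (−3.07) were called (adjusted p = 0.00453 for both), while *Vmo1* was not (adjusted p = 0.101).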

Differential gene expression analysis (adjusted *P*-value < 0.01 and fold changes > 2) also showed that more differentially expressed genes (DEGs) appeared in basal and middle turns (623 DEGs in the apex, 1418 DEGs in the middle, and 1087 DEGs in the base) (Fig. 5A). 

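The pathway tables of KEGG were not used here. In their place, lists of genes compiled by hand were tested with camera from limma, which asks whether the members of a list are shifted against all other genes, with a preset correlation of 0.01 between genes. The synaptic vesicle cycle list has 46 members among the genes tested. In the apical turn their mean log2 fold change was −0.74, and 39 of 46 were lower in homozygotes (adjusted p = 1.56e-05 over 72 tests of 24 lists in 3 turns). The call depends on the preset correlation. With the correlation estimated from the data the adjusted p was 0.526, and with fry, which rotates the residuals of the fit, it was 0.214. Of the 38 calls camera made among the 72 tests, 1 held with the estimated correlation and 12 held with fry. None of the 46 members was called by itself, where 0.0823 are expected by chance, so this count hardly tests enrichment. At an unadjusted p under 0.05, 5 members were lower and 0 higher by over 2-fold. The list for PI3K-AKT signaling and extracellular matrix receptors has 107 members, whose mean log2 fold change in the apical turn was 0.19 (adjusted p = 0.116). It includes 0 genes called by themselves, where 0.191 are expected by chance. At an unadjusted p under 0.05 and a change of over 2-fold, 13 members were higher and 4 lower. The Reactome set for PI3K and AKT activation went the other way, with a mean of −0.06 over 71 genes (adjusted p = 0.794), while the Reactome set for extracellular matrix organization had 0.28 over 206 genes (adjusted p = 0.000225 by camera, 0.112 by fry).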

The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis revealed that the DEGs of the apical turn were enriched in the PI3K-AKT signaling pathway and synaptic vesicle cycle (Supplemental Fig. S9C), both of which are essential for hearing acquisition [12, 44]. 

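In the middle turn, the 46 members of the synaptic vesicle cycle list had a mean log2 fold change of −1.44, with 39 lower in homozygotes (adjusted p = 3.87e-12 by camera, 0.0453 by fry). In the basal turn the same list had a mean of 2.02, with 1 member lower and 13 members called by themselves, all of them higher (Fisher's exact test for higher members, adjusted p = 4.91e-09; camera adjusted p = 1.03e-14; fry 0.0128). Leaving out the first wild-type basal library lowered this mean to 1.37, and leaving out the second raised it to 2.69. Fisher's test takes the genes as independent, while their estimated correlation was 0.353. With this correlation, camera's adjusted p in the basal turn was 0.449. The calcium signaling list, with 66 members, had a mean of −0.20 in the middle turn (adjusted p = 0.268) and 0.14 in the basal turn (adjusted p = 0.369). Of its members, 3 were called lower and 4 higher in the basal turn. The cell adhesion list, with 81 members, had a mean of −0.07 in the middle turn (adjusted p = 0.684) and 0.14 in the basal turn (adjusted p = 0.575). Its called members were 1 lower in the middle turn, and 3 lower and 6 higher in the basal turn. The sign of its middle mean turned to 0.06 with the FPKM as deposited.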

DEGs in the middle and basal turns were closely associated with Ca^2+^ signaling pathways, cell adhesion molecules, and synaptic vesicle cycle (Fig. 5B). Cell adhesion molecules contribute to regionalization in the otocyst, cellular differentiation, and neurite extension to ensure proper inner ear and hair cell development, and Ca^2+^ signaling pathways control the mechano-transduction and synaptic transmission in sensory hair cells, and disrupting either of these pathways can lead to non-syndromic deafness [45, 46]. Gene ontology (GO) analysis further showed that down-regulated genes were also enriched in synapse organization, axonogenesis, regulation of membrane potential, and synaptic vesicle cycle in both the apical and middle turns (Fig. 5C and Supplemental Fig. S9D), all of which are essential processes for hearing transduction, transmission, and acquisition [45, 46]. 

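The GO tables were not used here either, and 2 further lists stand in for these terms. The list for synapse organization and axonogenesis has 67 members. Its mean log2 fold change was −0.50 in the apical turn (54 lower, adjusted p = 4.17e-05 by camera, 0.0794 by fry) and −0.85 in the middle turn (54 lower, adjusted p = 1.83e-09 by camera, 0.0150 by fry). The list for membrane potential has 66 members, with a mean of −0.39 in the apical turn (51 lower, adjusted p = 0.00149 by camera) and −0.64 in the middle turn (49 lower, adjusted p = 1.68e-05 by camera, 0.0794 by fry). In both turns, each of these lists and the synaptic vesicle list was lower in both homozygous libraries than in both wild-type libraries. No member of these 3 lists was called by itself in these turns. By chance at most 0.120 called members are expected in any of them, so this hardly tests enrichment. At an unadjusted p under 0.05 and a fall of over 2-fold, the members of the synapse organization list numbered 10 in the apical and 22 in the middle turn. Both lists rose in the basal turn, by 1.00 (adjusted p = 5.53e-08 by camera, 0.0133 by fry) and 0.92 (adjusted p = 4.37e-06 by camera, 0.0358 by fry). The synapse organization result rests on the choice of genes. The Reactome set for axon guidance had means of −0.05 and −0.10 in the apical and middle turns (264 genes, adjusted p = 0.871 and 0.394). Genes of the nerve tissue itself moved the same way. The markers of spiral ganglion neurons had a mean of −1.19 in the apical and −2.60 in the middle turn, and those of Schwann cells and myelin −0.56 and −2.69.

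**Figure D4:**
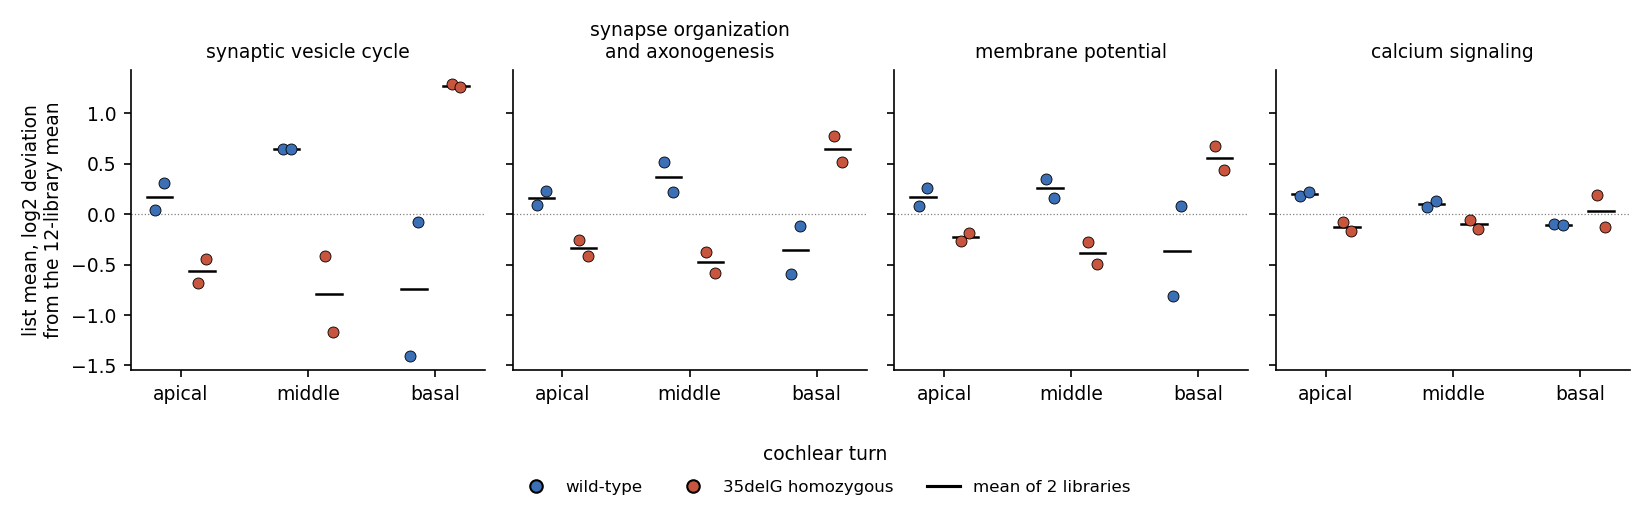
Mean of 4 gene lists in each of the 12 libraries by cochlear turn, as the log2 deviation from the mean of all libraries (vertical axis). Points are libraries, wild-type in blue and 35delG homozygous in red, and bars are means of 2 libraries. The synaptic vesicle cycle list has deviations of −0.68 and −0.44 in the homozygous apical turn, and of 1.29 and 1.26 in the homozygous basal turn.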

Genes related to the sensory perception of sound and inner ear development were significantly down-regulated in the basal turn, including *Myo3a*, *Myo3b*, *Myo15*, *Otof*, *Tmc1*, etc., (Fig. 5C). 

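The genes for hair cell function that the paper names were low in both homozygous basal libraries. *Otof*, on chromosome 5 from 30367062 to 30461932, encodes otoferlin of the inner hair cell synapse. Its scaled FPKM was 26.5 ± 8.14 (SD, n = 2) in the wild-type and 0.103 ± 0.00740 in the homozygous basal turn, a log2 fold change of −4.60 (standard error 0.42, adjusted p = 0.00162 from limma). *Tmc1*, on chromosome 19 from 20783458 to 20954202, had 5.16 ± 1.92 and 0.562 ± 0.448 (log2 fold change −1.97, adjusted p = 0.0329). *Myo15*, on chromosome 11 from 60469339 to 60528369, had 3.33 ± 3.02 and 0.0339 ± 0.0117 (−1.86, adjusted p = 0.0449). *Myo3b* had 0.407 and 1.93 in the wild-type repeats against 0.0780 and 0.124 in homozygotes (−0.88, adjusted p = 0.0825). *Myo3a* had 1.80 and 0.174 in the wild-type repeats and is listed at 0 in both homozygous libraries (adjusted p = 0.199). Of these 5 genes 1 was called at an adjusted p under 0.01. Adjusted over the list alone, the basal p-values were 9.77e-06 for *Otof*, 0.0116 for *Tmc1*, 0.0127 for *Myo15*, 0.0249 for *Myo3b* and 0.0724 for *Myo3a*. The paper chose the genes on these libraries, so these values are not independent evidence. With library weights estimated by limma, or with only the basal libraries in the fit, none of the 5 was called. In the middle turn *Myo15* and *Tmc1* were higher in homozygotes, by 2.11 (adjusted p = 0.0624) and 1.07 (adjusted p = 0.239), while *Otof* had 0.09 (adjusted p = 0.918). The difference between the basal and middle effects was past the threshold for *Myo15* (adjusted p = 0.00808) and *Otof* (adjusted p = 0.00260).

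**Figure D5:**
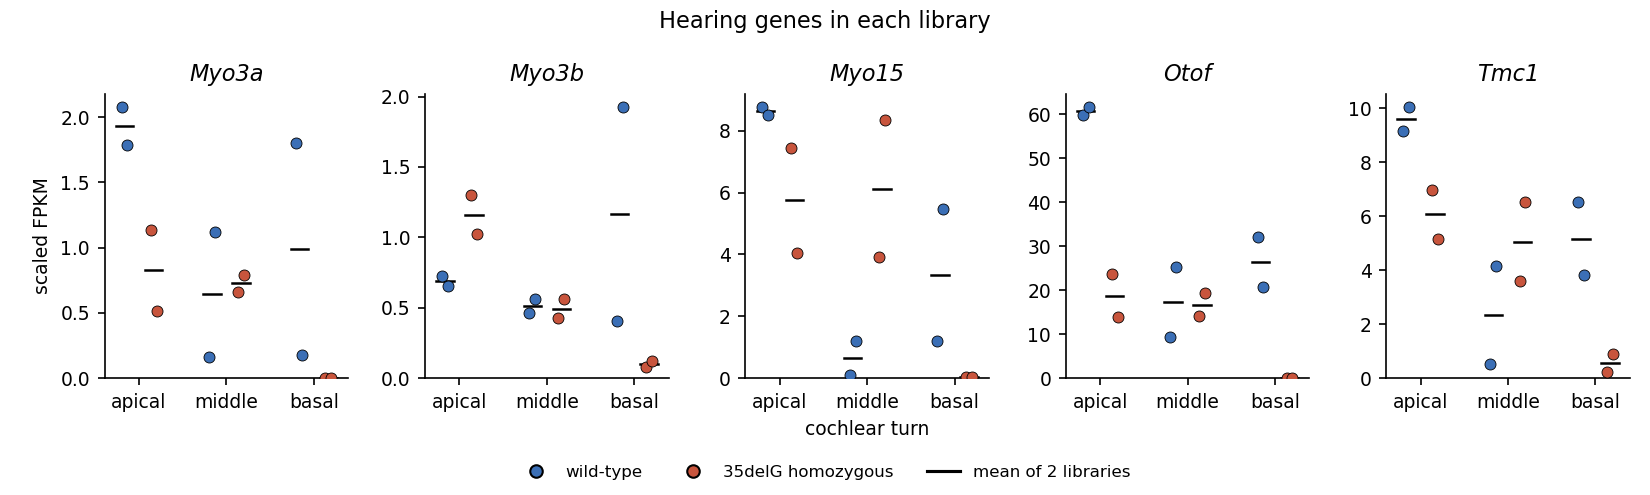
Scaled FPKM of Myo3a, Myo3b, Myo15, Otof and Tmc1 (vertical axes, starting at 0) in each of the 12 libraries by cochlear turn. Points are libraries, wild-type in blue and 35delG homozygous in red, and bars are means of 2 libraries. In the basal turn the homozygous libraries lie under 1 scaled FPKM for all 5 genes.

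Over the 46 members of the sound perception list, which includes these genes, the mean basal change was −1.71, with 43 lower (adjusted p = 8.11e-13 by camera, 0.0128 by fry). Among them 10 were called, all lower, where 0.811 lower calls are expected by chance (Fisher's exact test, adjusted p = 4.17e-07). Fisher's test takes the genes as independent, while their estimated correlation was 0.315. With this correlation, camera's adjusted p in the basal turn was 0.449. In the apical turn the mean of this list was −0.43 (39 lower, adjusted p = 0.000559 by camera, 0.284 by fry), and in the middle turn it was 0.88, with 9 lower (adjusted p = 4.27e-05 by camera, 0.136 by fry). All 22 markers of hair cells, each of which is also in another list, were lower in the basal turn, with a median of −1.76, and so were 16 of 20 markers of supporting cells.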

Taken together, these results suggest that *Gjb2*^*35delG/35delG*^ may impair cochlear function by reducing the propagation of Ca^2+^ signaling and disrupting synapse organization.

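The direction of the synaptic lists depended on the turn. The genotype effect on the synaptic vesicle cycle list was 2.76 higher on the log2 scale in the basal than in the apical turn (adjusted p = 2.52e-15 by camera, 0.00728 by fry) and 3.46 higher in the basal than in the middle turn (adjusted p = 1.25e-15 by camera, 0.00447 by fry). For synapse organization and axonogenesis these differences were 1.50 and 1.85 (fry adjusted p = 0.00450 and 0.00316). For calcium signaling the difference between the basal and apical turns was 0.47 (adjusted p = 0.0435 by camera and by fry), and that between the basal and middle turns 0.34 (adjusted p = 0.372 by camera, 0.201 by fry). Calcium signaling was lower in the homozygous apical turn by camera, with a mean log2 fold change of −0.33 and 50 of 66 members lower (adjusted p = 0.00473; 0.0775 by fry). The Reactome set for the Ca2+ pathway, with 27 genes, had −0.14 there (adjusted p = 0.394 by camera, 0.112 by fry). From the enrichment of these pathways among its DEGs and among its down-regulated genes, and from the lower hearing genes of the basal turn, the paper proposes that the homozygous mutation impairs the function of the cochlea through less spreading of Ca2+ signals and through disturbed synapses.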

**Fig. 5:**
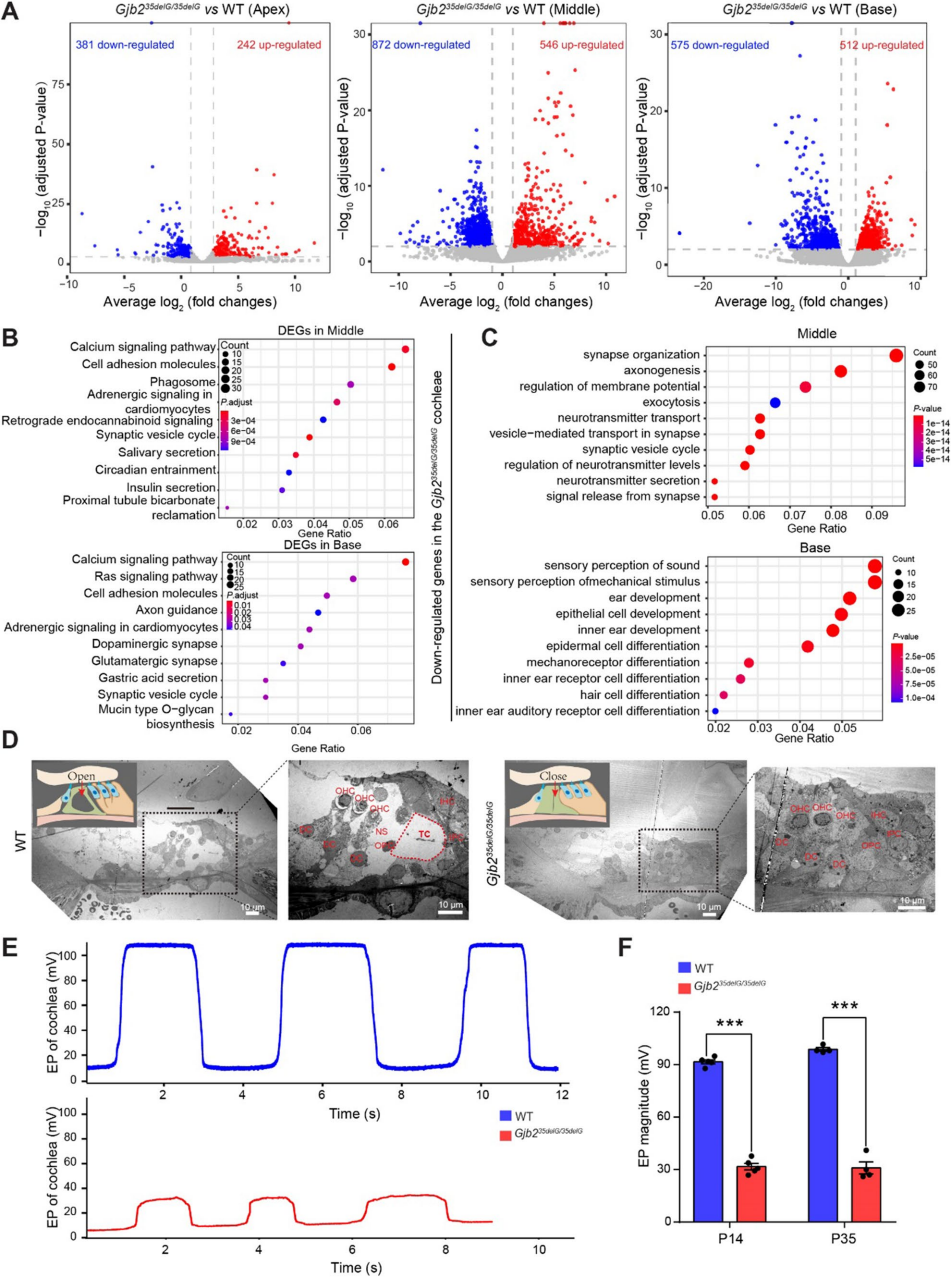
The disruption of GJCs in homozygous 35delG impairs the structure and function of cochlea. **A** Volcano plot showing the DEGs between *Gjb2*^*35delG/35delG*^ and wild-type cochleae in the apical, middle, and basal turns (adjusted *P*-value < 0.01 and fold changes > 2). **B** The KEGG pathway analysis of DEGs between wild-type and *Gjb2*^*35delG/35delG*^ cochleae in the middle and basal turns. **C** GO analysis of down-regulated genes between *Gjb2*^*35delG/35delG*^ and wild-type cochleae in the middle and basal turns. **D** Representative TEM images of the tunnel of Corti in the middle turn of the cochleae from wild-type and *Gjb2*^*35delG/35delG*^ mice at P14. The right images show the high magnification (1400 × magnification) views of the left black box (460 × magnification). Two independent mice were analyzed for each group. Scale bar: 10 μm. TC, tunnel of Corti; NS, Nuel's space; IHC, inner hair cell; OHC, outer hair cell; IPC, inner pillar cell; OPC, outer pillar cell; DC, Deiters’ cell. **E** Representative EP recordings from the cochleae of wild-type and *Gjb2*^*35delG/35delG*^ mice at P35. **F** The average EP magnitudes from the cochleae of wild-type and *Gjb2*^*35delG/35delG*^ mice at P14 and P35. Data are shown as the mean ± s.e.m of the indicated biological replicates. n.s, no significance, ***P < 0.001 by Student’s unpaired two-sided *t*-test

GJCs recirculate K^+^ ions from hair cells to the marginal cells of the stria vascularisir and allow the diffusion of the Ca^2+^-mobilizing secondary messenger inositol 1,4,5-trisphosphate across coupled cells [13, 42]. Besides, the gap junctions linking epithelial cells are important to create the tunnel of Corti, which contributes to the secretion of K^+^ ions into endolymph [19, 47]. Then, the endocochlear potential (EP), which is primarily responsible for driving cations (mostly K^+^) from the endolymph into the sensory hair cells through mechanoelectrical transduction channels and thus is essential to hearing, is severely impaired in *Gjb6*-deficient mice [43, 48]. We revealed that the loss of GJCs disrupted the propagation of intercellular Ca^2+^ signals and synaptic transmission by RNA-seq analysis (Fig. 5B and Supplemental Fig. S9C). In addition, by conducting a three-dimensional analysis of confocal images, it was revealed that 35delG homozygous mice exhibited a failure of the tunnel of Corti to open (Supplemental Fig. S9E). 

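List means weigh all members alike, so single members can depart from them. In the synaptic vesicle cycle list the members of highest expression are *Snap25*, *Cplx1* and *Vamp1*. *Snap25* had 184 ± 51.9 and 63.8 ± 34.3 scaled FPKM (SD, n = 2) in the wild-type and homozygous apical turn, and 398 ± 64.7 and 51.6 ± 58.8 in the middle turn. In the basal turn it had 80.1 ± 110 and 791 ± 75.1, a log2 fold change of 5.14 (standard error 1.58, adjusted p = 0.0536 from limma). *Vamp1* rose by 3.25 in the basal turn (adjusted p = 0.00868) and fell by 2.40 in the middle turn (adjusted p = 0.0530). In the calcium signaling list the highest members are *Atp2a2*, *P2rx2* and *Pdgfra*. *Atp2a2*, the calcium pump of the endoplasmic reticulum, had log2 fold changes of −0.31, −0.71 and 0.77 in the apical, middle and basal turns (adjusted p = 0.554, 0.102 and 0.0501). *P2rx2*, an ATP-gated channel, was lower in the basal turn, with 78.7 ± 73.7 in wild-type and 0.984 ± 1.27 in homozygous libraries (−5.09, adjusted p = 0.00505). *Pdgfra* changed by less than 2-fold in every turn. The values are transcript levels of whole pieces of cochlea, and they contain no measurement of Ca2+ signals or of synaptic transmission.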

In order to analyze the state of the tunnel of Corti in detail, we employed both light microscopy and transmission electron microscopy (TEM) imaging techniques and found that the tunnel of Corti completely collapses in 35delG homozygous mice (Fig. 5D and Supplemental Fig. S9F), which is similar to R75W transgene and P0 knockdown models [19, 39]. Furtherly, we measured the EP of wild-type and 35delG homozygous mice at P14 and P35 and found a significant reduction of EP in 35delG homozygous mice at both ages, thereby directly contributing to the profound deafness (Fig. 5E, F). Collectively, these results suggest that the loss of GJB2 impairs the structure and function of the cochlea, and restoring the function of these channels might rescue hearing loss in mice [49].

## Discussion

Mutations in *GJB2* are the main genetic factor leading to congenital hearing loss, especially the 35delG and 235delC mutations [5]. To determine the pathogenic mechanisms and promote disease treatment, it is important to construct disease-related mutation mouse models. To date, only the R75W transgene and *Gjb2* conditional knock-out mouse models have been generated due to the embryonic lethality of homozygous *Gjb2* inactivation and hindered the pathogenic mechanism exploration to some degree [17, 19, 22]. In this study, we successfully constructed *Gjb2* 35delG and 235delC heterozygous mice through AG-haESC-mediated semi-cloning technology, showing that heterozygotes had normal ontogeny and auditory function. Our versatile approach has the unique advantage over conventional zygote injection or electroporation for the construction of knock-in mouse models of embryonic-lethal genes (Supplemental Fig. S1). AG-haESCs enable the rapid generation of knock-in cell lines of embryonic-lethal genes in vitro, and heterozygous knock-in mice can be obtained by intracytoplasmic injection (ICAHCI) in a single generation (Supplemental Fig. S1). In contrast, CRISPR-Cas9-mediated homology-directed repair for producing knock-in mice results in high proportions of indels or mosaic mice [50, 51], which may be lethal in the embryonic stage or soon after birth. Thus, it is very hard to generate knock-in mouse models of embryonic-lethal genes via zygote injection or electroporation.

Next, in an attempt to overcome the failure of placental development in *Gjb2* homozygous mutant embryos, we first generated *Gjb2*^*35delG/35delG*^ ESCs and then obtained *Gjb2*^*35delG/35delG*^ mice through tetraploid embryo complementation. In this study, we provide direct evidence that defects in the placenta underlie the failure of *Gjb2* homozygous mutant embryos. However, we were able to obtain live *Gjb2*^*35delG/35delG*^ mice with a low success rate (116/1403, 8.3% of reconstituted embryos), and a few of these offspring survived to adulthood (25/116, 21.6% of live offspring) (Supplemental Table S1). The survival rate of ESC-derived mice is extremely low owing to the poor genetic heterozygosity and fitness of tetraploid embryos, the genetic background of the ESCs, and the operational approach of tetraploid complementation [20, 31, 32, 52]. Thus, improving the survival rate of *Gjb2*^*35delG/35delG*^ mice will require optimizing the genetic background of the tetraploid embryo and testing different experimental conditions.

The 35delG mutation is the most common disease-causing *Gjb2* mutation in Europe, North America, and South America, whereas the 235delC mutation is the most common in Asia [5]. Our study first established 35delG and 235delC heterozygous mouse models that are useful for mimicking and studying presbycusis, which occurs in heterozygous human carriers of 35delG and 235delC, rather than just being a substitute for *Gjb2*^+/−^ mice (exon 2 deletion) [29, 53]. We then successfully generated a 35delG homozygous mouse model that showed profound hearing loss and completely mimicked human hereditary deafness caused by 35delG homozygous mutation. Although *Gjb2* is expressed in the cochlea from E16 [40], our immunostaining and scanning electron microscopy results suggested that the supporting cells and hair cells of homozygous 35delG mice developed normally at E17.5, P0, and P14, indicating that GJB2 is not essential for the survival of cochlear cells during early developmental stages. However, the outer hair cells, not the supporting cells, were significantly degenerated at P35, especially at the basal turn in 35delG homozygous mice. Besides, we also found that the GJCs were completely disrupted in 35delG homozygous mice with reduced GJB6 protein from P0, resulting in the failure of K^+^ recycling and Ca^2+^ signaling. The RNA-seq analysis and EP measurement strongly supported these assumptions, indicating the key mechanisms for GJB2-mediated hearing acquisition.

To study the pathogenesis of hereditary deafness caused by *Gjb2* mutations, only an R75W transgenic and some conditional knock-out mouse models (including Cx26^*OtogCre*^, Cx26^*Sox10Cre*^, P0 knockdown, etc.) have been established, but there are not typical disease models of non-syndromic deafness caused by *Gjb2* mutations [18, 19, 42, 54, 55]. In comparison with these mouse models, our 35delG homozygous mice showed complete deafness with intact hair cells and supporting cells at P14, but R75W, Cx26^*Sox10Cre*^, and P0 knockdown mouse models showed more severe hearing loss than Cx26^*OtogCre*^ model, most likely a result of the different space-specific and time-specific methods used to generate these mice [18, 19, 42, 54, 55]. Important similarities in cochlear pathology exist between the current and previously reported mutant mice. Cx26^*OtogCre*^ mice also showed that GJB6 expression was developmentally delayed at P6 and P30 [55], which may destroy GJCs formation similar to our model. R75W, Cx26^*OtogCre*^, and Cx26^*Sox10Cre*^ models, but not P0 knockdown mice, also showed failure in the formation of the tunnel of Corti [18, 19, 54, 55], indicating that GJB2 is essential to maintain the structure of cochlear duct. Our results showed that 35delG homozygous mice significantly reduced EP at P14, and Cx26^*OtogCre*^ and Cx26^*Sox10Cre*^ mice had a significantly decreased EP compared to control mice at adult, whereas R75W mice harbored normal EP at adult [18, 19, 55]. Besides, Cx26^*Sox10Cre*^-derived cultured cochlea showed fail to propagate the Ca^2+^ signals, which was similar to our RNA-seq results of 35delG homozygous cochlea, indicating that GJB2 is necessary for intercellular calcium signaling activity [42]. Some differences between these models warrant more investigation. Our 35delG homozygous mice showed profound deafness with intact hair cells and supporting cells at P14, i.e., soon after the onset of hearing, but R75W, Cx26^*OtogCre*^, and P0 knockdown mice showed initial degeneration of hair cells and supporting cells at P14 [18, 19, 54]. Thus, our results indicated that the degeneration of hair cells and supporting cells in the *Gjb2* mutant cochlea is not the major cause of hearing loss, but the disruption of GJCs caused low EP and defect of Ca^2+^ responses may directly lead to failure of the hearing acquisition.

In summary, our study demonstrated the function of GJB2 in cochlear development from embryos to adults, thus suggesting an avenue for the treatment of DFNB1A patients such as restoration of GJCs through overexpression of GJB2 or GJB6 [49, 56] or correction of mutant *GJB2* through postnatal genome editing rather than through germ cell editing [57–60]. The mouse model generated in this study would provide a valuable tool for investigating therapeutic means to restore the GJCs in the organ of Corti at an early stage of development.

## Materials and methods

### Mice

All animal procedures were approved by the Institutional Animal Care and Use Committee of the Center for Excellence in Molecular Cell Science and the Institutional Animal Care and Use Committee of Fudan University. Mice were housed in individually ventilated cages in an accredited specific pathogen-free facility and a 12 h dark–light cycle. MII oocytes were collected from female B6D2F1 (C57BL/6J♀ × DBA2♂) mice. All the pseudopregnant foster mothers were ICR females. The genetic background of *Gjb2*^*35delG/35delG*^ males established in this study by tetraploid complementation assay was almost C57BL/6J. Wild-type males of the same age as controls were purchased from Shanghai SLAC laboratory animal Co. Ltd.

### Plasmid construction

For the construction of CRISPR-Cas9 plasmids, sgRNAs targeting *Gjb2* (termed pX330-mCherry-35delG and pX330-mCherry-235delC, respectively) were designed, synthesized, annealed, and ligated to the pX330-mCherry plasmid [61], which was digested with Bpi I (Thermo Scientific, Cat# FD1014). For the construction of donor plasmids (termed 19T-Gjb2-35delG and 19T-Gjb2-235delC), the sequences of the left and right homologous arms with 35delG and 235delC were amplified from the genome using Phanta Max Super-Fidelity DNA Polymerase (Vazyme, Cat# P505). The left/right arms of 35delG and 235delC were obtained by overlap PCR with mixed templates and then ligated to the pMD19T vector. All plasmids were collected using the EndoFree Maxi Plasmid Kit (TIANGEN, Cat#DP117) and were confirmed by Sanger sequencing. The oligonucleotide sequences used for plasmid construction in this study are listed in Supplemental Table S2.

### Cell culture and transfection

Mouse DKO-AG-haESCs (*IG*^*ΔDMR*^-*H19*^*ΔDMR*^-AGH-2 cells or O48 cells) [24] were cultured in ESC medium containing 15% FBS (Excell Bio), penicillin–streptomycin, non-essential amino acids, Nucleosides, l-glutamine, β-mercaptoethanol, 1000 U/ml Lif, 1 μM PD03259010 (Selleck), and 3 μM CHIR99021 (Selleck) in DMEM (Gibco) at 37 ℃ and 5% CO_2_. As previously described [23, 24], DKO-AG-haESCs were passaged every 2–3 days by trypsinization, and haploid cells were enriched every 2–3 weeks by fluorescence-activated cell sorting (FACS). One million AG-haESCs were passaged into a well of a six-well plate and then transfected with 2 μg CRISPR-Cas9 plasmids (pX330-mCherry-35delG or pX330-mCherry-235delC) and 1 μg pMD19T vectors (19 T-Gjb2-35delG or 19 T-Gjb2-235delC, respectively) using Lipofectamine 3000 (Life Technologies) following the manufacturer’s instructions. After 18–24 h, mCherry-positive haploid cells were enriched by FACS and then 6000–10,000 cells were seeded into a new well of a six-well plate. After 6–8 days, single clones derived from a single cell were picked and genotyped using PCR and Sanger sequencing.

### ICAHCI and embryo transfer

To generate semi-cloned mice, *Gjb2*^*35delG*^ and *Gjb2*^*235delC*^ haploid cells were arrested at M phase by culturing in ESC medium containing 0.05 μg/ml demecolcine for 12 h before ICAHCI (intracytoplasmic AG-haESC injection). Arrested haploid cells were trypsinized and suspended in H-CZB medium for ICAHCI. A single haploid cell was then injected into the cytoplasm of MII oocytes, which were collected from superovulated B6D2F1 females, using a Piezo-drill micromanipulator. The reconstructed zygotes were cultured in CZB medium for 30 min and then activated for 5–6 h in Ca^2+^-free CZB with SrCl_2_. After activation, the reconstructed zygotes were cultured in AA-KSOM (Merk) medium at 37 °C and 5% CO_2_. After 18 h, the semi-cloned embryos reached the two-cell stage and then were transferred into each oviduct (18–23 embryos) of 0.5 day post-coitum (dpc) pseudo-pregnant ICR females.

### Derivation of ESCs

To generate blastocysts to derive *Gjb2*^*35delG/35delG*^ ESCs, zygotes were obtained through IVF. Cumulus-oocyte complexes and sperms were obtained from *Gjb2*^+*/35delG*^ females and males, respectively, and incubated in a drop of HTF (Millipore, Cat#MR-070-D) containing reduced L-glutathione (170 µg/µL) (Sigma, Cat#G4251) for 3 h at 37 °C and 5% CO_2_. The zygotes from IVF cultured in AA-KSOM developed into two-cell embryos after 1 day and formed blastocysts after 4 days. The zona pellucida of the blastocysts was removed using acidic Tyrode’s solution. Each blastocyst was transferred into one well of a 96-well plate seeded with ICR embryonic fibroblast feeders in ESC medium. After 7–10 days of culture, the ESC colonies derived from the inner cell mass of blastocysts were trypsinized and transferred to a 48-well plate without a feeder layer in fresh ESC medium. Clonal expansion of the ESCs proceeded from 48-well plates to 6-well plates without feeder cells and then in 6-well plates for routine culture and genotyping. All derived ESC lines were male.

### Generation of tetraploid embryos

Eight-week-old B6D2F1 females were superovulated with 6 international units of pregnant mare’s serum gonadotropin (PMSG) for 48 h and then injected with human chorionic gonadotropin (hCG), then mated to B6D2F1 males for 12 h. Zygotes were harvested from the oviducts of B6D2F1 females with a vaginal plug after 24 h post-hCG injection using hyaluronidase (Sigma, Cat# H3884). After 12 h, the zygotes developed into two-cell embryos and were electrofused to produce one-cell tetraploid embryos. Two-cell embryos were aligned using an alternating current in 0.3 M mannitol solution, and a single direct current pulse of 1000 V/cm was applied for 20 µs. After electrofusion, the tetraploid embryos were returned to AA-KSOM medium and cultured for one day to reach the 4–8-cell stage.

### Tetraploid embryo injection and blastocyst transfer

To generate *Gjb2*^*35delG/35delG*^ mice, male *Gjb2*^*35delG/35delG*^ ESCs were trypsinized and suspended in KnockOut DMEM (Gibco, Cat# 10,829,018) containing 15% KSR for tetraploid embryo injection. A total of 10–15 ESCs were then injected between the blastomere under the zona pellucida of 4–8-cell tetraploid embryos in a droplet of 15% KSR medium using a Piezo-drill micromanipulator. The reconstructed embryos were cultured in AA-KSOM medium for 24 h at 37 °C and 5% CO_2_ and then transferred into each uterine horn (10–13 embryos) of 2.5 dpc pseudo-pregnant ICR females following standard procedures. On day 19.5 of gestation, the recipients were subjected to cesarean section, and live pups were nursed by lactating ICR females.

### Genotyping and sanger sequencing

The tails and toes of heterozygotes (*Gjb2*^+*/35delG*^ and *Gjb2*^+*/235delC*^ mutant mice) and homozygotes (*Gjb2*^*35delG/35delG*^ mutant mice) were directly lysed by 50 μL lysis buffer from the Mouse Direct PCR Kit (Bimake), incubated at 55 °C for 90 min and 95 °C for 5 min. The lysate (about 2 μL) was used as a PCR template to amplify the mutant site in *Gjb2* using Phanta Flash Master Mix (Vazyme). Products of PCR were purified by gel electrophoresis using Universal DNA Purification Kit (TIANGEN) and then performed Sanger sequencing. The primer sequences are listed in Table S2.

### RNA extraction and quantitative real-time PCR (qPCR)

Total RNA was isolated from the different tissues (cerebellum, liver, bladder, tail, and cochlea), which were cut with scissors, of wild-type and *Gjb2*^*35delG/35delG*^ mice at P14 using TRIzol reagent (Invitrogen). The cDNA was obtained from about 1 µg RNA with reverse transcription reaction by the HiScript III 1st Strand cDNA Synthesis Kit (+ gDNA wiper) (Vazyme). Quantitative real-time PCR reactions were performed on a qTOWER^3^ (Analytik Jena) using the ChamQ Universal SYBR qPCR Master Mix (Vazyme) in triplicate. All gene expression was calculated based on the 2^−∆∆Ct^ method after normalization to the transcript level of the internal standard gene, *Gapdh*. The primer sequences are listed in Table S2.

### Western blot

The different tissues (cerebellum, liver, bladder, tail, and cochlea), which were homogenized by a homogenizer, of wild-type and *Gjb2*^*35delG/35delG*^ mice at P14, were lysed in 1 × RIPA buffer [50 mM Tris–Cl, pH 7.4, 150 mM NaCl, 5 mM EDTA, 1% (v/v) Triton X-100, 0.5% sodium pyrophosphate, 0.1% sodium dodecyl sulfate] (Cell Signaling Technology) containing protease inhibitor cocktail (Sigma) on ice for 2 h. Before gel electrophoresis, protein lysate was boiled with 5 × loading buffer at 60 °C for 10 min. Proteins were separated by 15% SDS–PAGE and then blotted on a PVDF (polyvinylidene difluoride) membrane, blocked with blocking solution (10% non-fat dry milk in TBST buffer) for a few hours and incubated with the appropriate primary antibody (rabbit anti-CX26, 1:1000 dilution, Invitrogen, Cat#512800; mouse anti-CX30, 1:1000 dilution, SANTA CRUZ, Cat#sc-514847; and mouse anti-GAPDH, 1:5000, Proteintech, Cat#60004-1-lg) in TBST buffer overnight at 4 °C. The membranes were washed three times for 10 min each with TBST and incubated with the appropriate secondary antibody (Goat anti-rabbit IgG, 1:5000 dilution, BBI, Cat#D110058-0001 and goat anti-mouse IgG, 1:10,000 dilution, Proteintech, Cat#SA00001-1) in TBST for 1 h at room temperature. Chemiluminescence detection was performed using an ECL reagent solution kit from Share-Bio.

### Auditory testing

ABR and DPOAE measurements were recorded using an RZ6 acoustic system (Tucker-Davis Technologies, Alachua, FL, USA). Mice were anesthetized with xylazine (10 mg/kg) and ketamine (100 mg/kg) via intraperitoneal injection. For ABR measurements, three needle electrodes were inserted separately into the subcutaneous tissue of the cranial vault between the two ears (the reference electrode), the mastoid portion behind the left pinna (the recording electrode), and the dorsal rump of the animal (the grounding electrode). Each animal was stimulated with 5-ms tone pips to induce ABR potentials, followed by amplification (10,000 responses), filtering (300 Hz–3 kHz passband), and averaging (512 responses) at each sound pressure level (SPL). Tone burst acoustic stimuli were given at frequencies of 4, 8, 16, 24, and 32 kHz. The ABR threshold was determined as the lowest SPL at which an ABR wave peak could be visually detected and repeated compared to background noise. For DPOAE measurements, the f_1_ and f_2_ primary tones (*f*_2_/*f*_1_ = 1.2) were presented with f_2_ at 4, 8, 16, 24, and 32 kHz and *L*_1_ − *L*_2_ = 0 dB sound pressure level (dB SPL). For each f_2_/f_1_ primary pair, L_2_ was swept in 5 dB increments from 80 to 20 dB SPL. Waveform and spectral averaging were used at each level to increase the signal-to-noise ratio of the recorded ear-canal sound pressure. DPOAE threshold was defined from the average spectra as the 2*f*_1_–*f*_2_ level producing a DPOAE of magnitude 5 dB SPL above the noise floor. The mean noise floor level was under 0 dB across all frequencies. In general, ABR and DPOAE thresholds and amplitudes were defined by two independent observers.

### Immunofluorescence

Cochleae from E17.5, P0, 2-week-old, and 5-week-old mice were harvested and fixed with 4% paraformaldehyde at room temperature for 2 h. The cochleae of 2-week-old and 5-week-old mice were decalcified in 10% ethylenediamine tetraacetic acid (EDTA) at room temperature for 4–6 h. The entire basilar membranes from neonatal mice and adult mice were divided into the apical, middle, and basal turns according to the sensitivity to different sound frequencies. The tissue was permeabilized and then infiltrated with 1% Triton X-100 and blocked with 10% bovine serum for 12–16 h at 4 °C before primary antibody incubation. To observe the degeneration of hair cells and supporting cells, rabbit anti-Myosin VII (1:800 dilution, Proteus BioSciences, Cat#25-6790) and goat anti-human/mouse/rat Sox2 (1:500 dilution, R&D Systems, Cat#AF2018), respectively, were incubated at 4 °C overnight. Donkey-anti-rabbit Cy3 (1:500 dilution, Jackson ImmunoResearch, Cat#711-165-152) and donkey anti-goat Alexa Fluor 647 (1:500 dilution, Jackson ImmunoResearch, Cat#705-605-147) secondary antibodies were incubated in the dark at room temperature for 2 h after rinsing three times with 1 × PBS. To observe the expression of gap junction channel proteins, rabbit anti-connexin 26 (1:200 dilution, Invitrogen, Cat#512800) and mouse IgG2a anti-connexin 30 (1:400 dilution, SANTA CRUZ, Cat#sc-514847) were incubated at 4 °C overnight. Donkey-anti-rabbit Cy3 (1:500 dilution, Jackson ImmunoResearch, Cat#711-165-152) and donkey anti-mouse Alexa Fluor 488 (1:500 dilution, Jackson ImmunoResearch, Cat#AB_2340846) secondary antibodies were incubated in the dark at room temperature for 2 h after rinsing three times with 1 × PBS. To observe apoptosis, rabbit cleaved caspase-3 antibody (1:500 dilution, Cell Signaling Technology, Cat#9664S) was incubated at 4 °C overnight, and donkey-anti-rabbit Cy3 secondary antibody (1:500 dilution, Jackson ImmunoResearch, Cat#711-165-152) was incubated in the dark at room temperature for 2 h after rinsing three times with 1 × PBS. DAPI was used as a nuclear counterstain (1:1000 dilution, Sigma, Cat#D9542). Fluorescent Z-stack images were collected using a Leica TCS SP8 laser scanning confocal microscope and a 40 × 1.30 or 63 × 1.40 glycerol immersion objective. The maximum intensity projections are shown in the figures.

### Cell counting

For cell counting, the numbers of Myo7a^+^ hair cells, Sox2^+^ supporting cells, including three rows of Deiters’ cells and one row of outer/inner pillar cells [62], were manually counted in every 100-μm region of the apical, middle, and basal turns of the cochlea using Leica TCS SP8 software. The results are presented as the mean ± s.e.m.

### Scanning electron microscopy (SEM)

Cochleae from E17.5 and P0 mice were harvested and fixed in 2.5% glutaraldehyde at 4 °C overnight, then decalcified in 10% ethylenediamine tetraacetic acid (EDTA) at room temperature for 4–6 h and dissected. The dissected tissues were fixed with 1% osmium tetraoxide (OsO_4_) at 4 °C for 2 h and dehydrated in an increasing ethanol series and pentyl acetate, and then dried in an HCP-2 critical point desiccator for 2 h. SEM images were obtained with a high vacuum field emission scanning electron microscope (Hitachi SU-8010) at 3.5 kV (low magnification) or 10.0 kV (high magnification).

### Resin sections and transmission electron microscopy (TEM)

Cochleae from 2-week-old mice were harvested and fixed in 2.5% glutaraldehyde at 4 °C overnight, and decalcified in 10% ethylenediamine tetraacetic acid (EDTA) at room temperature for 4–6 h. After decalcification, the cochleae were placed with 2.5% glutaraldehyde and fixed with 1% osmium tetraoxide (OsO_4_) at 4 °C for 2 h. Then, the tissues were dehydrated in an increasing ethanol series and acetone prior to incubation in a dilution of liquid epoxy resin and acetone at a ratio of 1/2 at room temperature for 3 h. Then, a mixture of 67% epoxy resin and 33% acetone replaced the liquid at room temperature overnight. Subsequently, tissue samples were incubated in pure epoxy resin at 37 °C for 2–3 h. The specimens were subsequently transferred to an embedding mold and labeled followed by incubation in a drying oven at 37 °C, 45 °C, and 60 °C for overnight, 12 h, and 24 h, respectively. The samples were sectioned (0.8 μm in thickness) on a LEICA EM TRIM2 and stained with Toluidine Blue (89,640-5G; Sigma-Aldrich, USA) at 60 °C for light microscopy observation with a magnification of 100 × and 400 ×. For TEM analysis, specimens were then trimmed and ultrathin sections (70 nm in thickness) were acquired on a Leica EM UC7 and stained with 3% uranium acetate-lead citrate. TEM images were obtained with transmission electron microscopy (PHILIPS CM-120) at 460 × and 1400 × magnification.

### RNA-seq and data analysis

The cochleae of wild-type and *Gjb2*^35delG/35delG^ mice were carefully collected and surgically divided into three equal sections, including the apical, middle, and basal turns. The total RNA of these sections was collected using a miRNeasy Micro Kit (QIAGEN, Cat#217084) following the manufacturer’s instructions. All collected RNA was used for library construction with the VAHTS Universal V8 RNA-seq Library Prep Kit for Illumina (Vazyme, Cat# NR605). RNA-seq libraries were subjected to deep sequencing on an Illumina NovaSeq6000 platform following the manufacturer’s instructions (Illumina) to produce 150 bp paired-end reads by Genergy Biotechnology Co. Ltd. (Shanghai, China). Raw RNA-seq reads were cleaned using fastp (v0.20.0) and aligned to mm10 using STAR (v2.7.3a). Only unique mapped reads were kept and counted by featureCounts (v2.0.0), and FPKM (Fragments Per Kilobase of transcript per Million mapped fragments) and TPM (Transcripts Per Kilobase Million) were calculated by stringtie (v2.0). Genome coverage was counted by bamCoverage (v3.3.1). Differential gene expression was determined using DESeq2 (v1.30.0), and clusterProfiler (v3.18.1) was used for GO and KEGG analysis in R.

### Endocochlear potential (EP)

EP was recorded in mice at P14 and P35. Mice were anesthetized with xylazine (10 mg/kg) and ketamine (100 mg/kg) via intraperitoneal injection and placed on a heating pad to maintain body temperature. Hair on the neck and anterior chest of anesthetized mice was removed. The trachea was dissected to maintain a normal airway, and soft tissues including muscle, fat, and vessels were ligated and separated away from the bulla. Some of the bulla wall was removed to allow clear visualization of the cochlea, and a small opening was made over the stria vascularis in the middle turn of the cochlea. A glass micropipette filled with 150 mM KCl was connected to a capacity-compensated direct-current preamplifier, and a ground electrode was inserted into the chest muscle. The micropipette was attached to a micro-manipulator and slowly advanced through the lateral wall into the scala media. Amplified electrical signals were recorded through an EPC10/2 amplifier (HEKA, Lambrecht/Pfalz, Germany) driven by a PC running Patchmaster (HEKA). The EP was calculated as the maximum change in voltage as the micropipette tip passed from the lateral wall tissue into the endolymph of the scale media [56].

### Statistics

For all figures, results are shown as the average mean ± standard error of the mean (s.e.m). Statistical testing was performed using GraphPad Prism 7, and significance was determined by two-tailed, unpaired Student’s t-test. *P < 0.05; **P < 0.01; ***P < 0.001; n.s, no significant difference.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

Raw and processed RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE215106.

# Supplementary material for: The pathogenesis of common Gjb2 mutations associated with human hereditary deafness in mice
**Source:** Cell Mol Life Sci. 2023 May 13;80(6):148. doi: 10.1007/s00018-023-04794-9
**Supplement:** Supplementary file 1 — Supplementary file1

**Supplementary information for**

**The pathogenesis of common *Gjb2* mutations associated with human hereditary deafness in mice**

Qing Li^1,8,*^ **·** Chong Cui^2,3,4,8^ **·** Rongyu Liao^1,9^ **·** Xidi Yin^1,9^ **·** Daqi Wang^2,3,4,9^ **·** Yanbo Cheng^5^ **·** Bowei Huang^2,3,4^ **·** Liqin Wang^2,4^ **·** Meng Yan^6^ **·** Jinan Zhou^2,3,4^ **·** Jingjing Zhao^2,4^ **·** Wei Tang^1^ **·** Yingyi Wang^5^ **·** Xiaohan Wang^7^ **·** Jun Lv^2,3,4^ **·** Jinsong Li^1,5,6^ **·** Huawei Li^2,3,4,*^ and Yilai Shu^2,3,4,*^

^7^Renerval Biotherapeutics, Jiangsu, China.

^8^Q. Li, and C. Cui, contributed equally to this work.

^9^These authors contributed equally to this work.

**This PDF file includes:**

Figures. S1 to S9

Tables. S1 to S2

**Supplementary Figures**

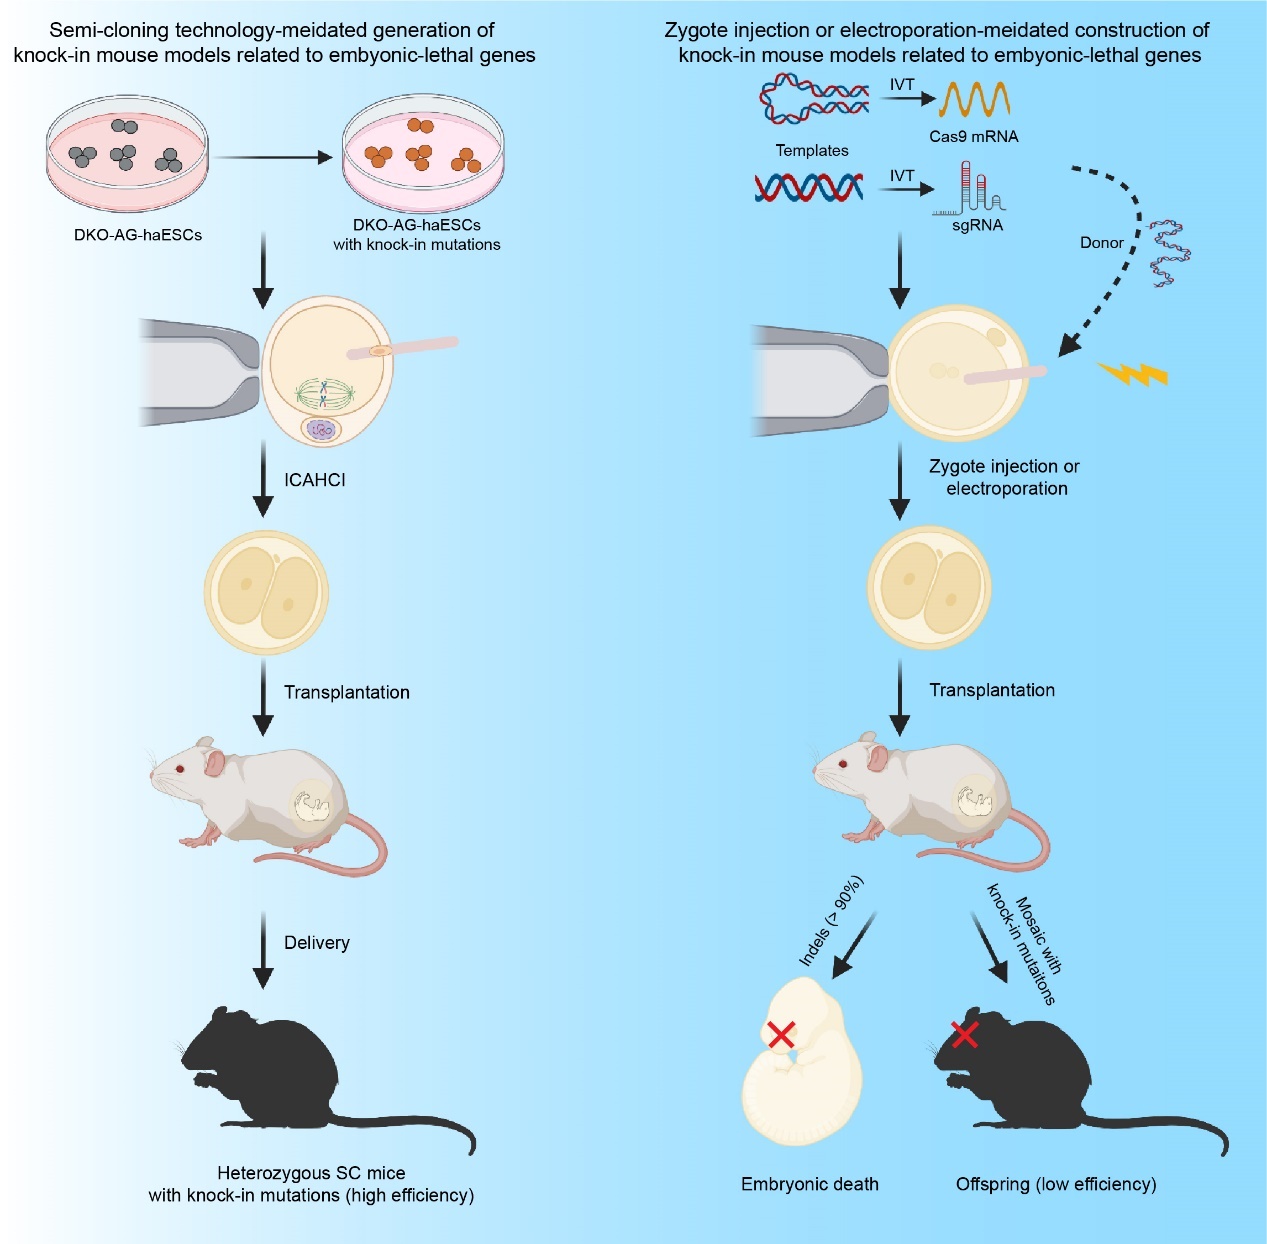

**Figure S1. Comparison of semi-cloning technology and zygote injection/electroporation-mediated construction of knock-in mouse models of embryonic-lethal genes (created in**[**BioRender.com**](http://biorender.com/)**).**

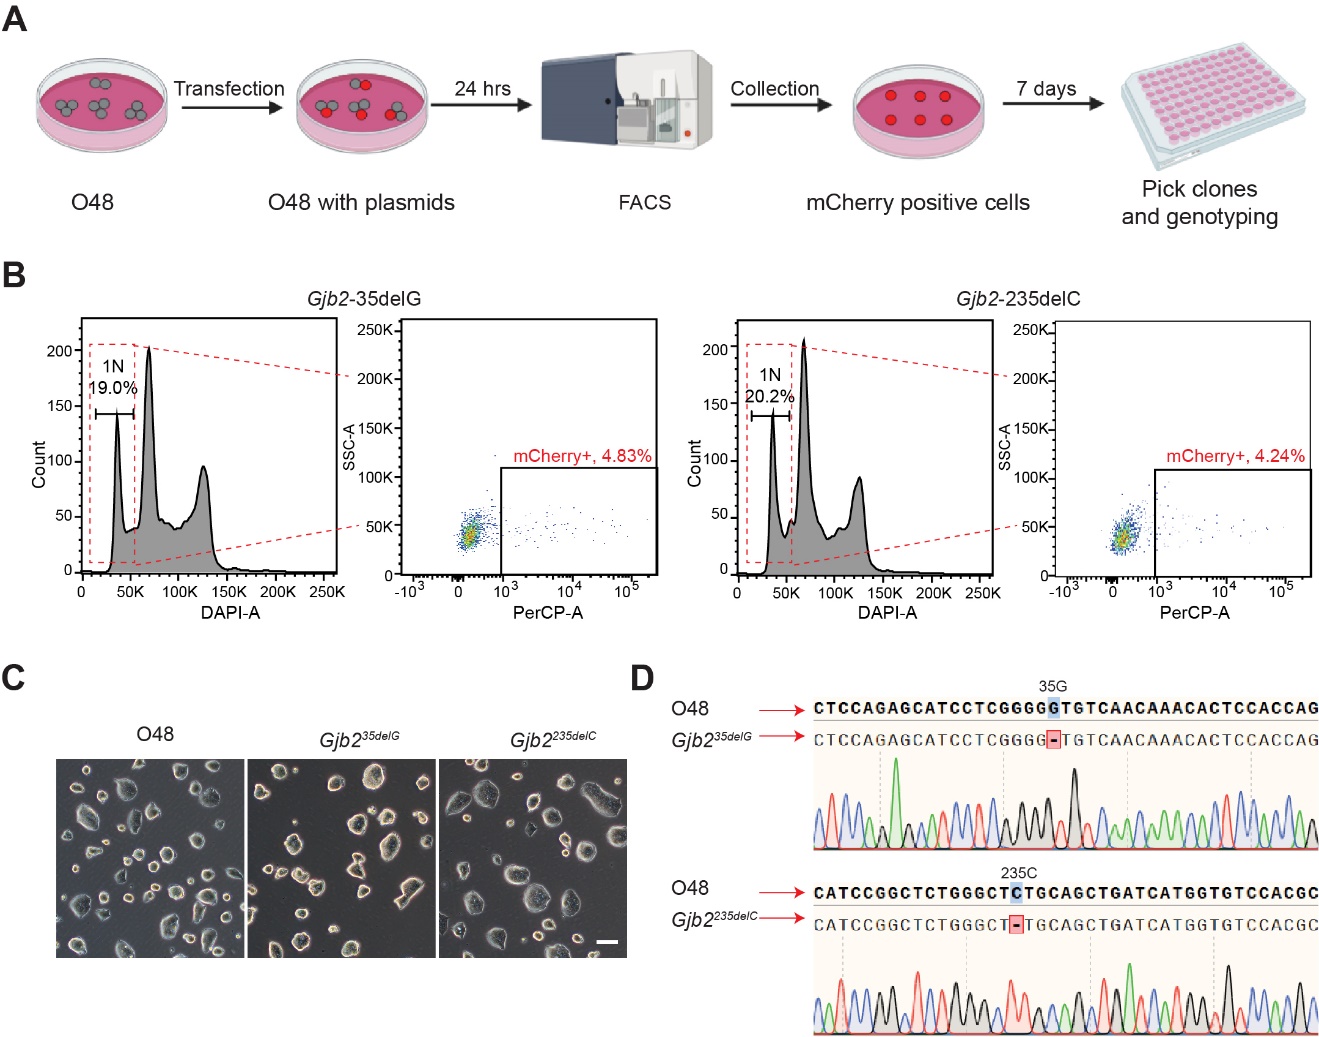

**Figure S2. Generation of DKO-AG-haESCs carrying 35delG and 235delC in *Gjb2*.** (*A*) Experimental procedures for generating DKO-AG-haESCs carrying 35delG and 235delC in *Gjb2* *via* CRISPR-Cas9 technology. (*B*) O48 cells with haploid genome and highly expressed mCherry were enriched through FACS after transfection, followed by single-cell expansion to obtain *Gjb2^35deG^* and *Gjb2^235delC^* cell clones. (*C*) Images of cultured O48, *Gjb2^35deG^*, and *Gjb2^235delC^* haploid ESCs. Scale bar, 100 μm. (*D*) Representative Sanger sequencing results of *Gjb2^35deG^* and *Gjb2^235delC^* haploid ESCs.

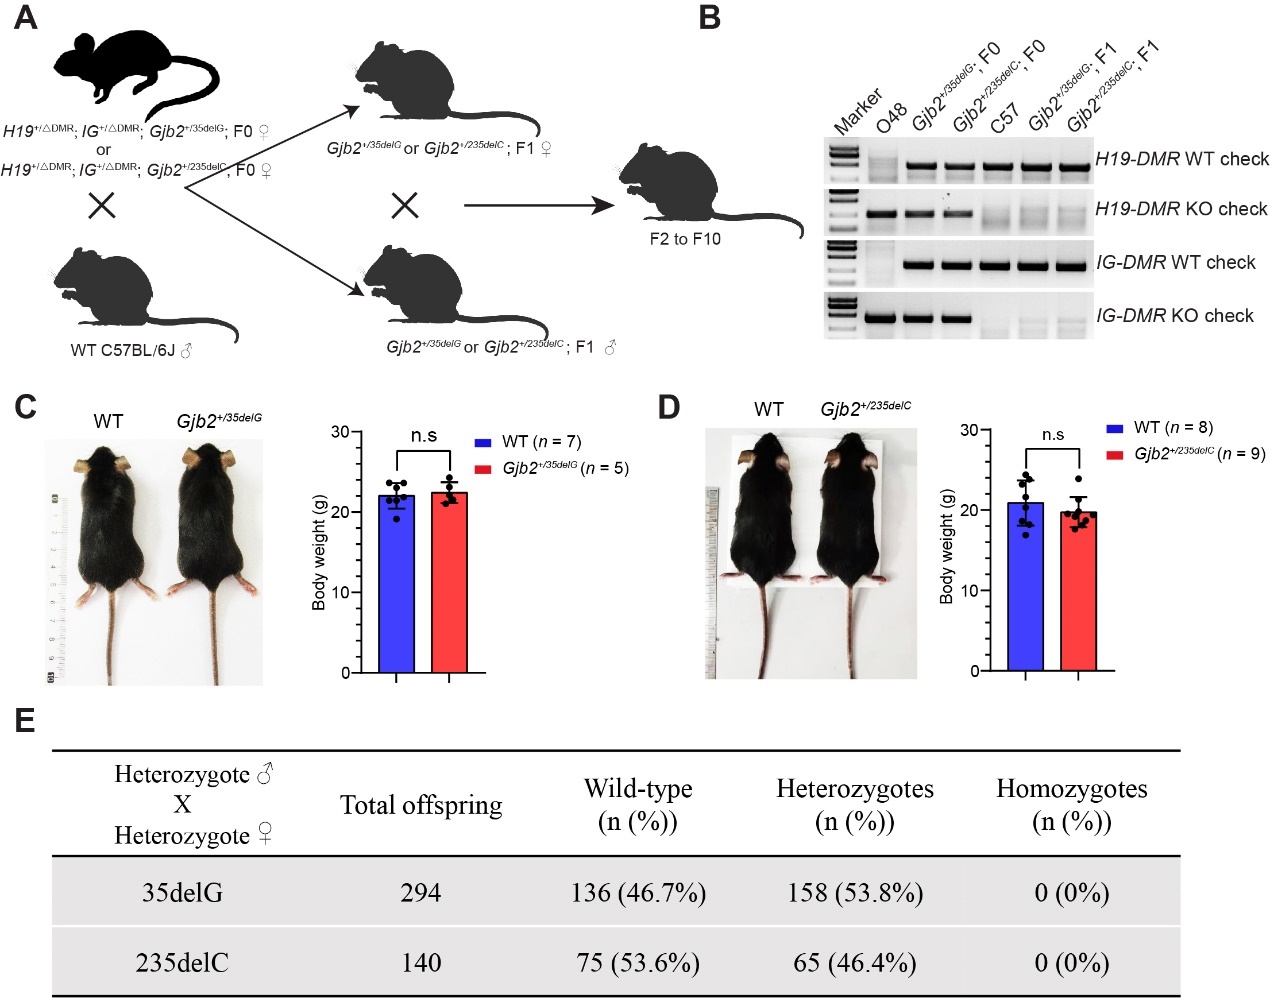

**Figure S3.** **35delG and 235delC heterozygotes showed normal growth but homozygous lethality.** (*A*) Schematic diagram of backcrossing of *Gjb2^+/35deG^* and *Gjb2^+/235delC^* F0 mice with C57BL/6J mice to generate the F2 to F10 mice. (*B*) Genotyping of *H19*-DMR and *IG*-DMR in the offspring of *Gjb2^+/35deG^* and *Gjb2^+/235delC^* mice. Mice with *H19*-DMR or *IG*-DMR deletion were abandoned in the F2 generation. (*C*) Representative images (left) and body weight (right) of wild-type and *Gjb2^+/35delG^* males at 8 weeks of age. (*D*) Representative images (left) and body weight (right) of wild-type and *Gjb2^+/235delC^* males at 8 weeks of age. Data are the mean ± s.e.m of the indicated biological replicates in (*C*) and (*D*). n.s, no significance. (*E*) Summary of the genotypes of offspring of 35delG and 235delC heterozygotes. The absence of homozygotes indicated the homozygous lethality of *Gjb2^35delG/35delG^* and *Gjb2^235delC/235delC^*.

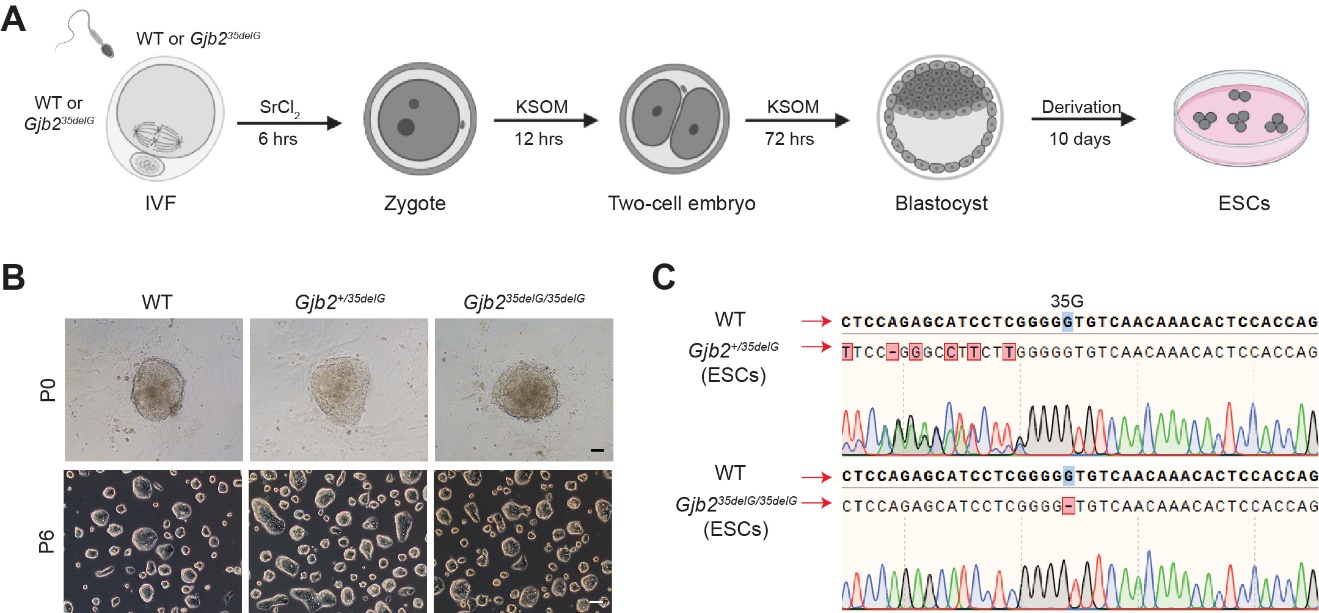

**Figure S4. The derivation of the ESC line carrying homozygous 35delG in *Gjb2*.** (*A*) Schematic diagram of the generation of *Gjb2* 35delG homozygous ESCs from blastocysts (created in [BioRender.com](http://biorender.com/)). (*B*) Cell morphology of cultured wild-type, *Gjb2^+/35delG^*, and *Gjb2^35delG /35delG^* ESCs at passage 0 (P0) and P6. Scale bar, 100 μm. (*C*) Representative Sanger sequencing results of *Gjb2^+/35deG^* and *Gjb2^35del /35delG^* ESCs.

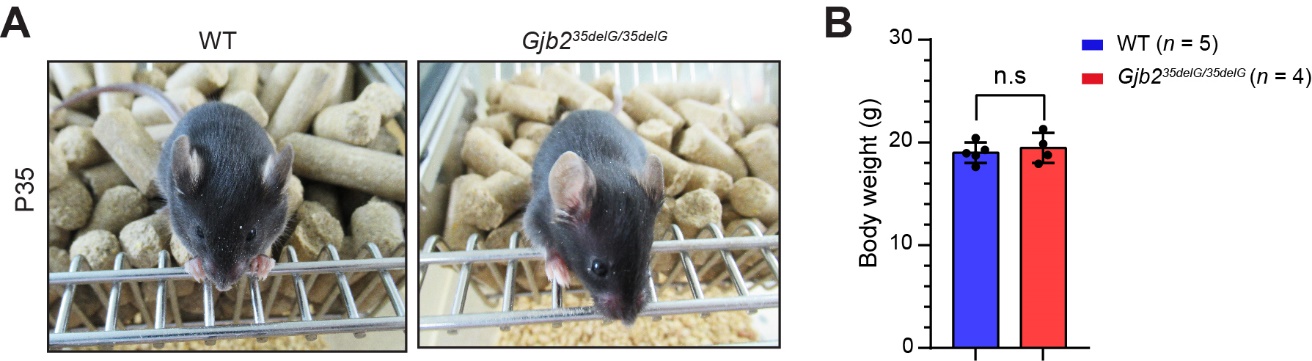

**Figure S5.** **35delG homozygous mice showed normal growth at P35**. (*A*) Representative images of wild-type and *Gjb2^35delG/35delG^* males at P35. (*B*) The body weight of wild-type and *Gjb2^35delG/35delG^* males at P35, indicating that the inactivation of *Gjb2* did not influence individual growth. Data are the mean ± s.e.m of the indicated biological replicates. n.s, no significance.

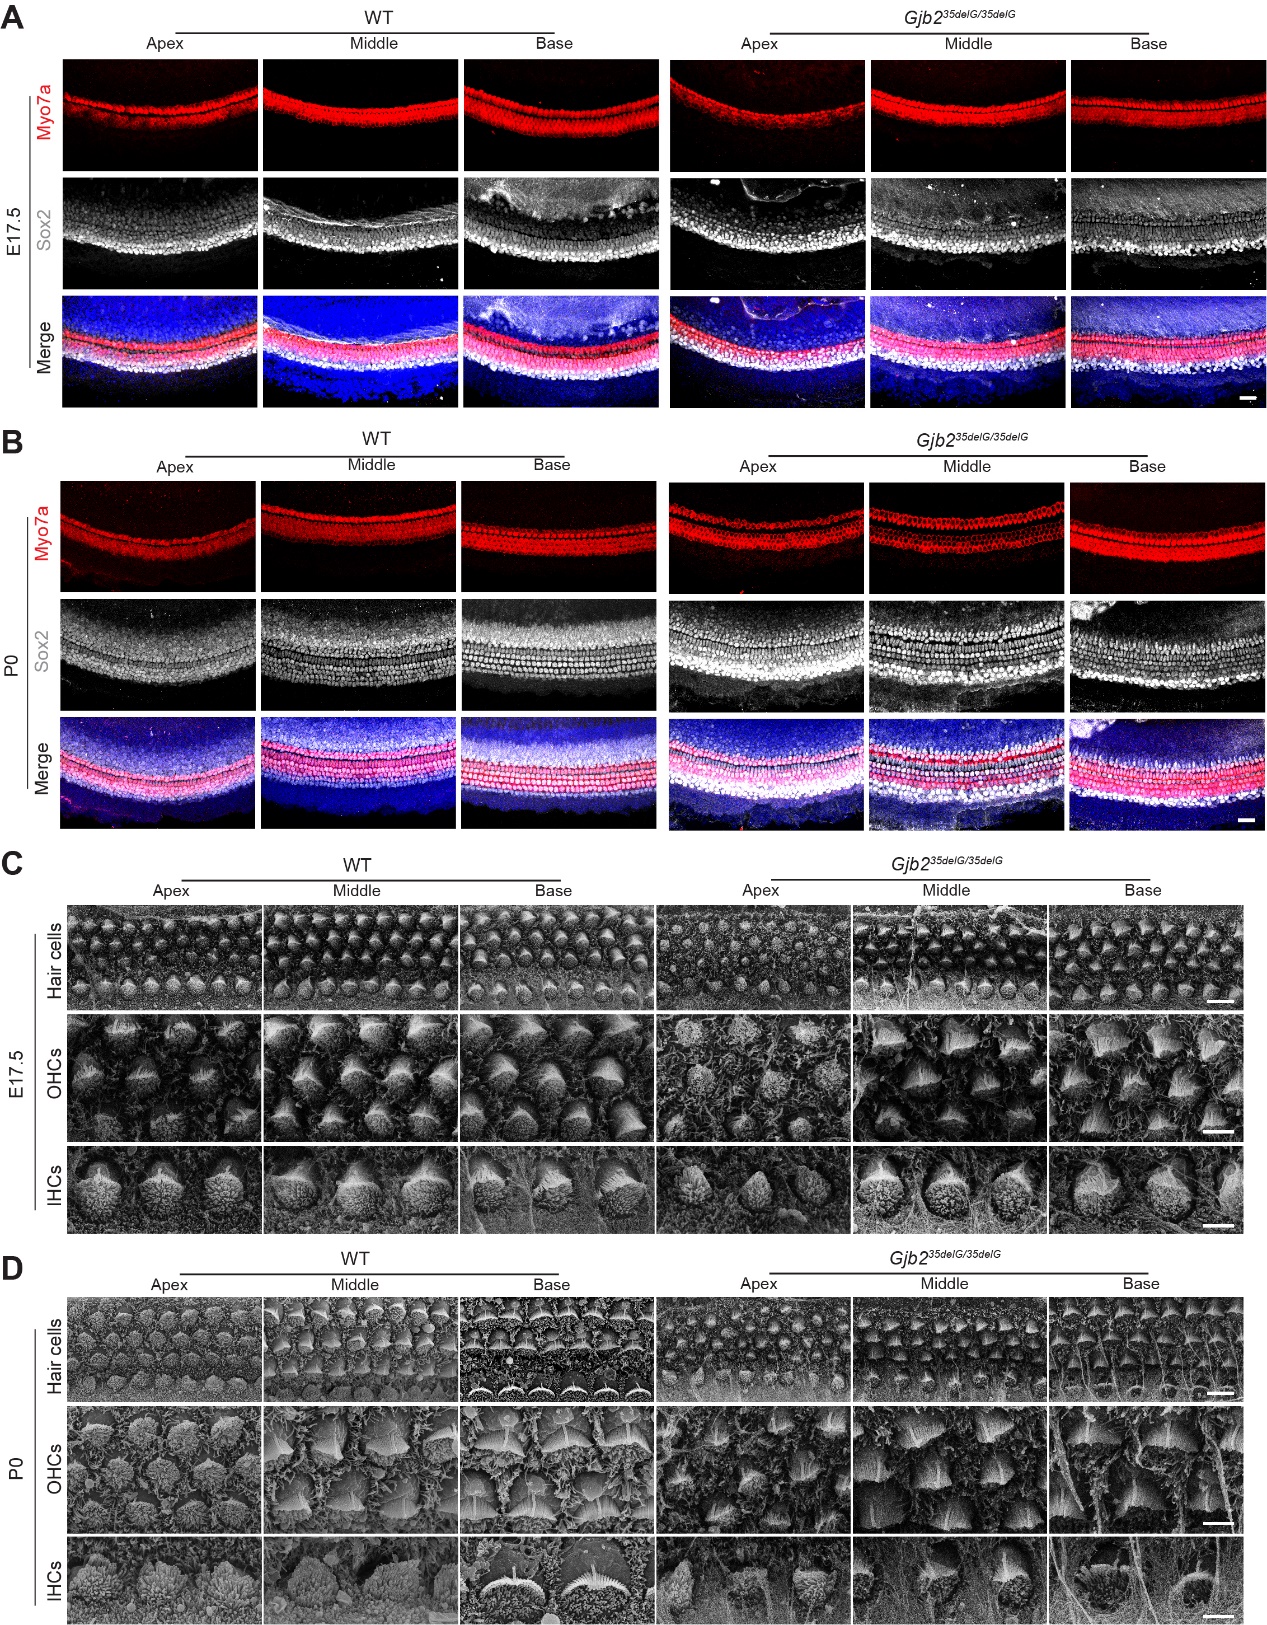

**Figure S6.** ***Gjb2* is dispensable for the development of hair cells and supporting cells in the cochlea at prenatal stages.** (*A and B*) Representative confocal microscopy images of Myo7a and Sox2 immunofluorescence in the apical, middle, and basal turns of the cochleae from wild-type and *Gjb2^35delG/35delG^* mice at E17.5 (*A*) and P0 (*B*). Three independent mice were analyzed in each group. Scale bar, 20 μm. (*C and D*) Representative SEM images of hair cell stereocilia morphology in the apical, middle, and basal turns of the cochleae from wild-type and *Gjb2^35delG/35delG^* mice at E17.5 (*C*) and P0 (*D*)*.* Low magnification: hair cells in the upper panel*.* Scale bar, 50 μm. High magnification: IHCs in the middle panel and OHCs in the bottom panel. Scale bar, 25 μm. Three independent mice were analyzed in each group.

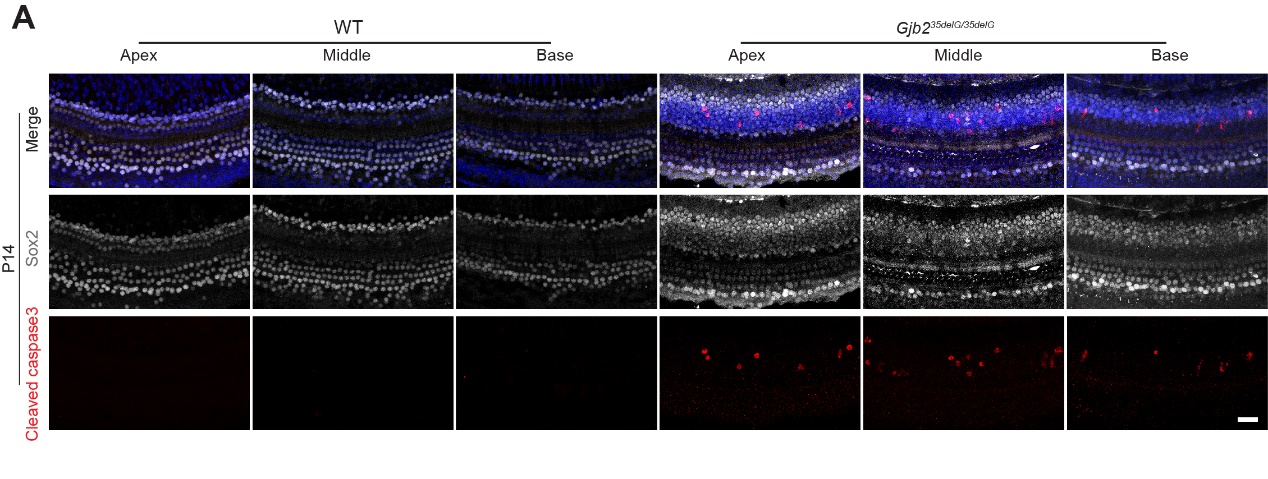

**Figure S7.** **The influence of GJB2 absence on supporting cells.** (*A*) The representative confocal microscopy images of Caspase-3 immunofluorescence in the apical, middle, and basal turns of the cochleae from wild-type and *Gjb2^35delG/35delG^* mice at P14, indicating a small number of apoptotic cells were seen in the greater epithelial ridge (GER). Three independent mice were analyzed for each group. Scale bar, 20 μm.

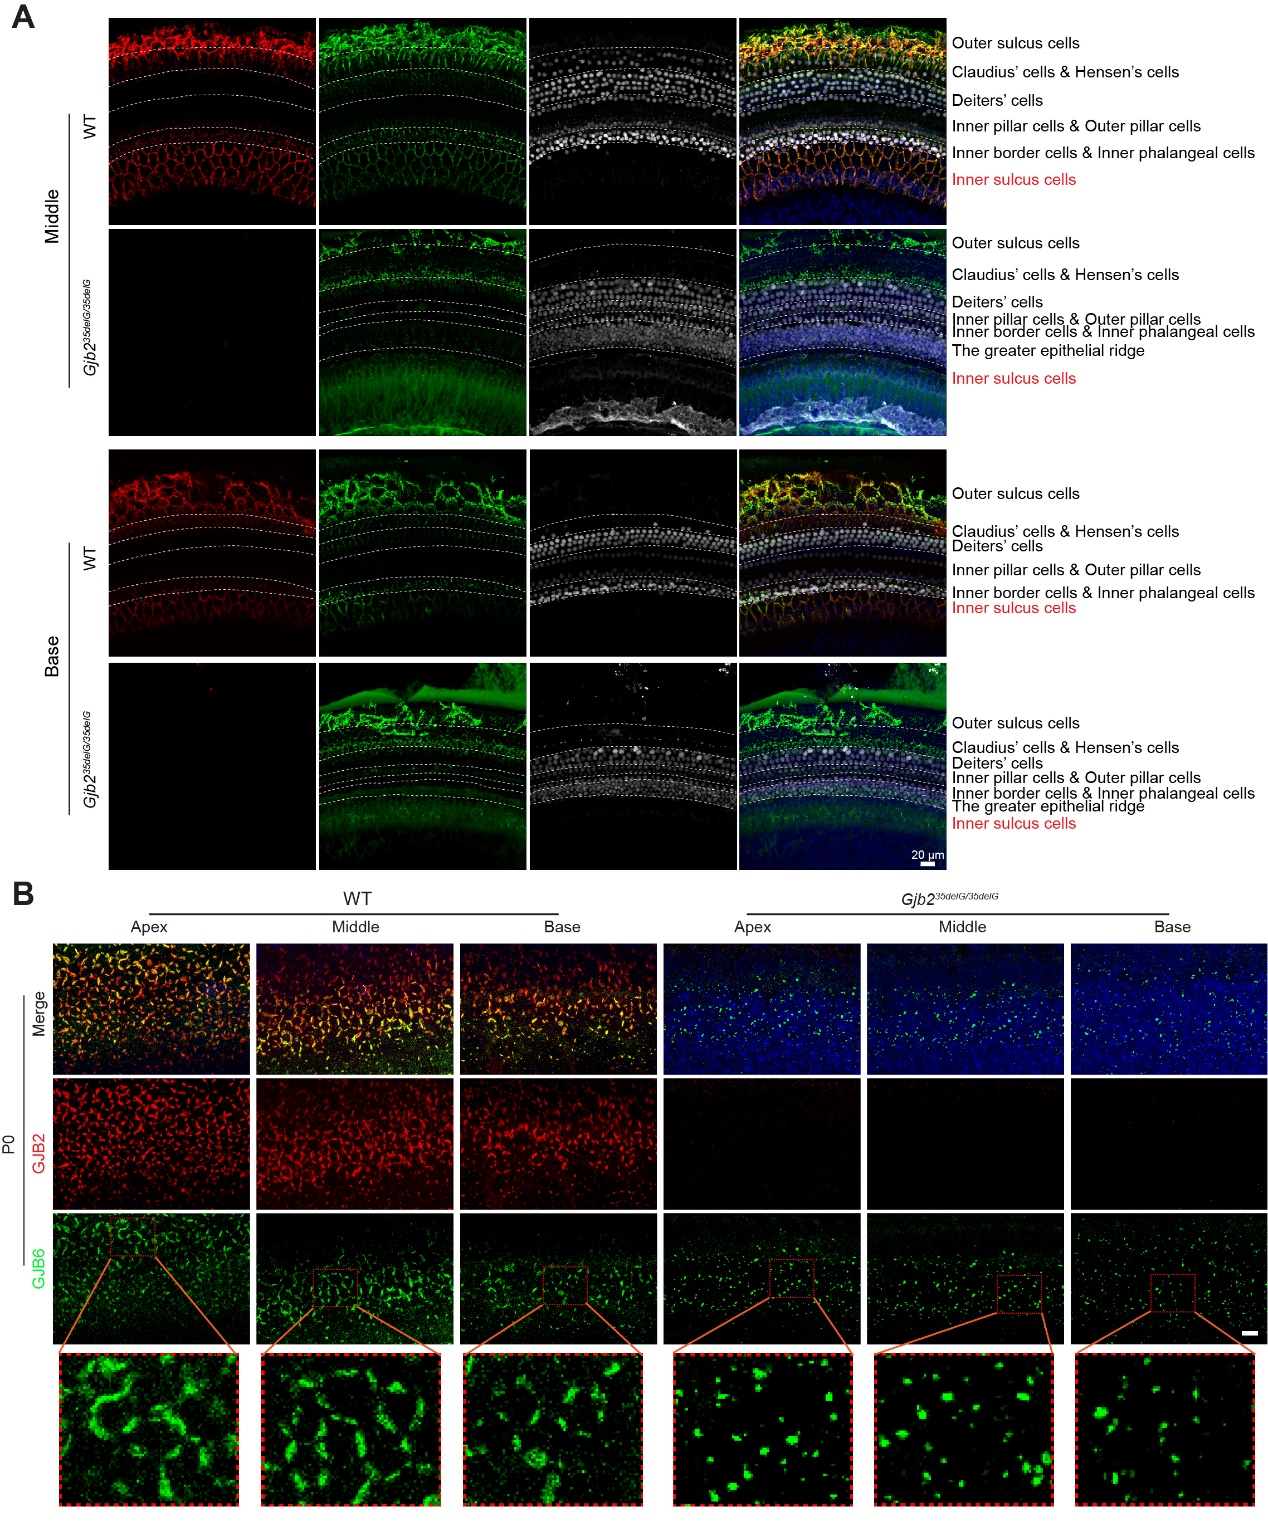

**Figure S8.** **The influence of GJB2 absence on GJCs.** (*A*) The panoramic view of representative confocal images of middle and basal turns from wild-type and 35delG homozygous mice at P14, by staining GJB2, GJB6, and Sox2. The regions containing different supporting cells were delineated in the figure. Scale bar, 20 μm. (*B*) Representative confocal microscopy images of GJB2 and GJB6 immunofluorescence in the apical, middle, and basal turns of the cochleae from wild-type and *Gjb2^35delG/35delG^* mice at P0. Three independent mice were analyzed for each group. Scale bar, 20 μm.

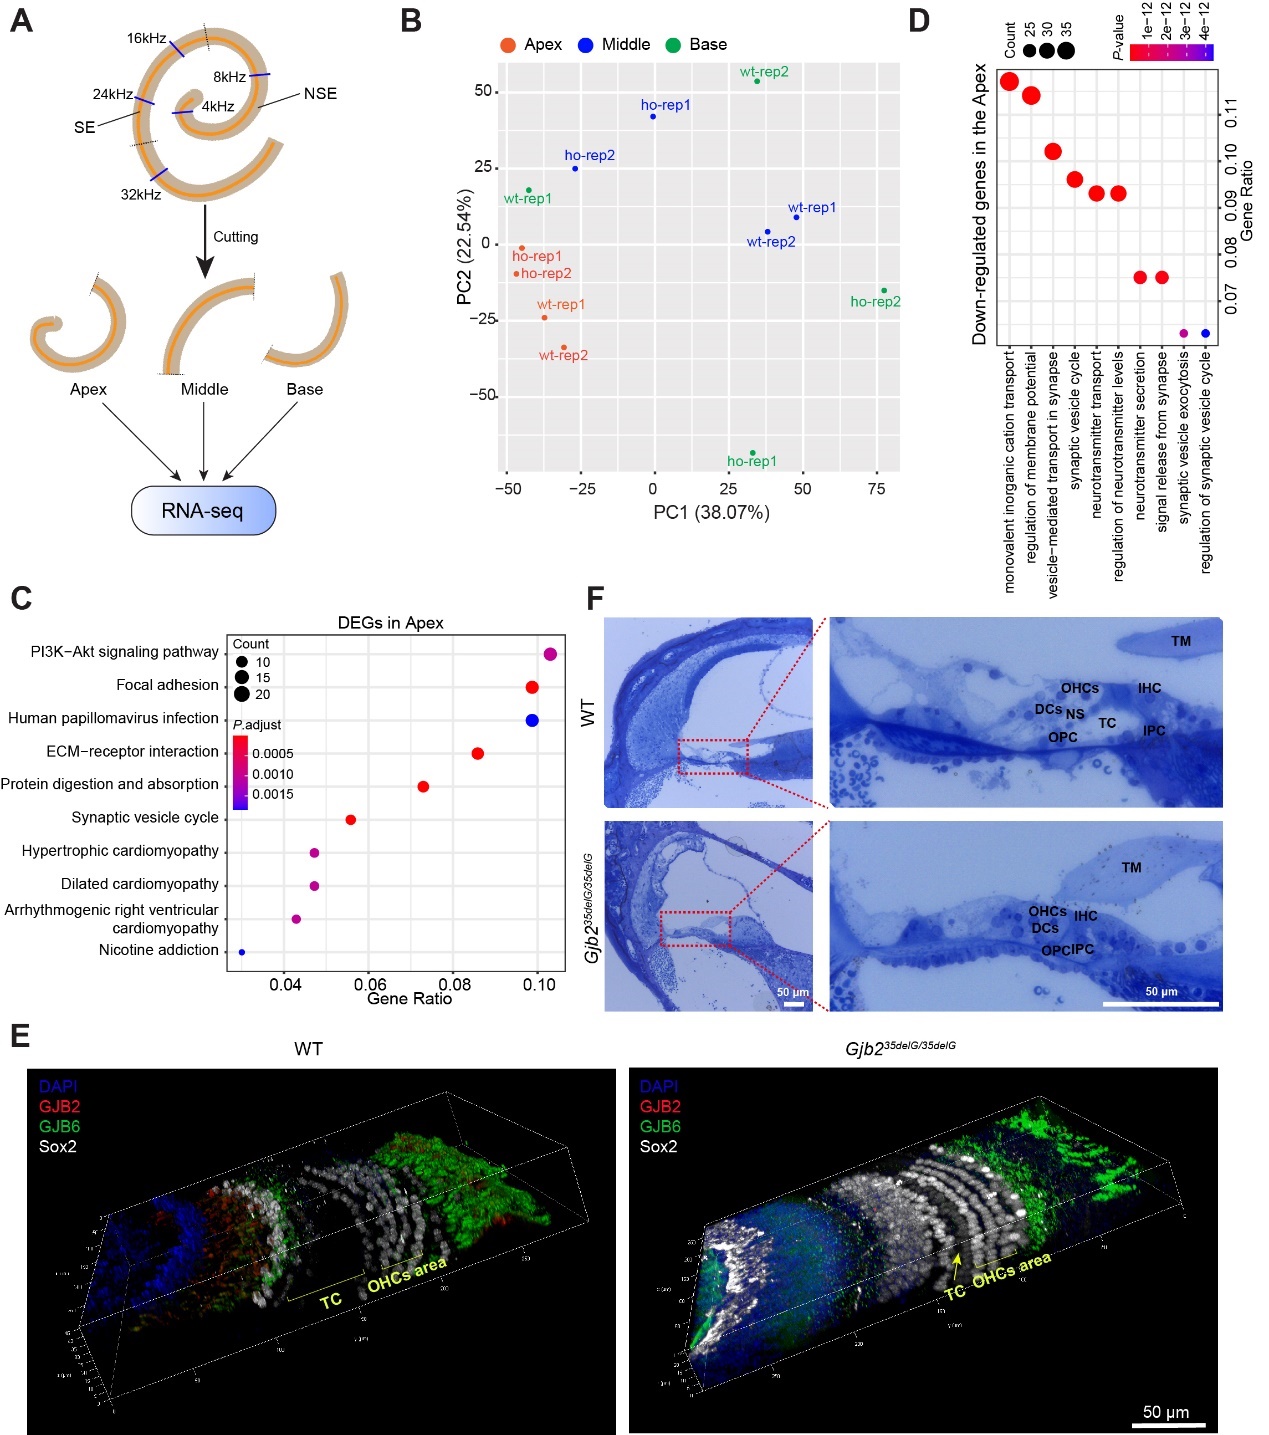

**Figure S9.** **The impairment of cochleae in 35delG homozygous mice.** (*A*) Schematic diagram of the isolation and RNA-seq of cochleae from wild-type and *Gjb2^35deG /35deG^* mice at P14. Cochleae were divided into three equal sections referred to as the apical, middle, and basal turns according to the sensitivity of different sound frequencies. SE, sensory epithelium; NSE, non-sensory epithelium. (*B*) The principal component analysis of RNA-seq data from wild-type and *Gjb2^35delG/35delG^* cochleae, including the apical, middle, and basal turns. Two biological repeats for each group. (*C*) The KEGG pathway analysis of DEGs between wild-type and *Gjb2*^3^*^5delG/35delG^* cochleae in the apical turn. (*D*) GO analysis of down-regulated genes between wild-type and *Gjb2^35delG/35delG^* in the apical turn. (*E*) The three-dimensional analysis of the tunnel of Corti at the middle turn of the basilar membrane in wild-type and *Gjb2^35delG/35delG^* cochleae. The three-dimensional images were constructed with the confocal images in Figure. S8A. TC, tunnel of Corti; OHCs, outer hair cells. Scale bar, 50 μm. (*F*) A full view of the tunnel of Corti from wild-type and *Gjb2^35delG/35delG^* mice at P14. The right images show the high magnification (400x magnification) views of the left red box (100x magnification). Two independent mice were analyzed for each group. Scale bar: 50 μm. TC, tunnel of Corti; NS, Nuel's space; IHC, inner hair cell; OHCs, outer hair cells; IPC, inner pillar cell; OPC, outer pillar cell; DCs, Deiters’ cells; TM: tectorial membrane.

| **ES cell lines** | **No. of injected embryos transferred (mixed wild-type 2N embryos)** | **No. of recipient mice** | **No. total born (%)** | **No. pups alive at term (% transferred embryos)** | **No. pups surviving more than 2-weeks (35delG homozygotes)** |
| --- | --- | --- | --- | --- | --- |
| *Gjb2^35delG/35delG^*-2 P6 | 90 | 3 | 7 (7.8) | 4 (4.4) | 0 (0) |
| *Gjb2^35delG/35delG^*-3 P5 | 96 | 4 | 9 (9.4) | 8 (8.3) | 2 (2) |
| *Gjb2^35delG/35delG^*-3 P6 | 60 | 2 | 9 (15) | 8 (13.3) | 0 (0) |
| *Gjb2^35delG/35delG^*-3 P6 | 88 | 4 | 11 (12.5) | 9 (10.2) | 1 (1) |
| *Gjb2^35delG/35delG^*-3 P6 | 22 | 1 | 4 (18.2) | 4 (18.2) | 2 (2) |
| *Gjb2^35delG/35delG^*-3 P6 | 92 | 4 | 9 (9.8) | 5 (5.4) | 0 (0) |
| *Gjb2^35delG/35delG^*-3 P7 | 88 | 4 | 12 (13.6) | 9 (10.2) | 0 (0) |
| *Gjb2^35delG/35delG^*-3 P7 | 88 | 4 | 6 (6.9) | 2 (2.3) | 0 (0) |
| *Gjb2^35delG/35delG^*-3 P8 | 80 | 4 | 8 (10) | 6 (7.5) | 0 (0) |
| *Gjb2^35delG/35delG^*-3 P8 | 105 | 5 | 8 (7.6) | 4 (3.8) | 1 (1) |
| *Gjb2^35delG/35delG^*-3 P6 | 66 | 3 | 5 (4.5) | 1 (1.5) | 1 (1) |
| *Gjb2^35delG/35delG^*-3 P7 | 132 | 6 | 19 (14.4) | 15 (11.4) | 8 (8) |
| *Gjb2^35delG/35delG^*-3 P8 | 120 | 5 | 10 (8.3) | 7 (5.8) | 1 (1) |
| *Gjb2^35delG/35delG^*-3 P8 | 120 | 5 | 16 (13.3) | 12 (10) | 5 (5) |
| *Gjb2^35delG/35delG^*-3 P9 | 156 | 6 | 26 (16.7) | 22 (14.1) | 4 (4) |
| *Gjb2^35delG/35delG^*-6 P5 | 156 (48)^a^ | 6 | 27 (17.3) | 26 (16.7) | 20 (1) |
| *Gjb2^35delG/35delG^*-6 P6 | 132 (36)^a^ | 6 | 24 (18.2) | 24 (18.2) | 22 (0) |
| *Gjb2^35delG/35delG^*-6 P6 | 154 (42)^a^ | 7 | 23 (14.9) | 23 (14.9) | 18 (0) |
| ^a^ Transferred tetraploid embryos mixed with some wild-type diploid embryos in each uterus of recipients. | | | | |  |

**Table S1.** Summary of homozygous 35delG mice generation *via* tetraploid embryo complementation.

**Table S2.** List of oligo and primer sequence information related to experimental procedures.

| **Name** | **Sequence (5’-3’)** | **Application** |
| --- | --- | --- |
| Gjb2-35delG-oligoF | CACCAGTGTTTGTTGACACCCCCG | Oligos for construction of pX330-mCherry-35delG and pX330-mCherry-235delC |
| Gjb2-35delG-oligoR | AAACCGGGGGTGTCAACAAACACT |  |
| Gjb2-235delC-oligoF | CACCCTGGGCTCTGCAGCTGATCA |  |
| Gjb2-235delC-oligoR | AAACTGATCAGCTGCAGAGCCCAG |  |
| Gjb2-35/235-leftF | GCCCTGTTCCTCTCACACAG | Primers for construction of 19T-Gjb2-35G and 19T-Gjb2-235C |
| Gjb2-35-leftR | CTGGTGGAGTGTTTGTTGACACCCCGAGG |  |
| Gjb2-35-rightF | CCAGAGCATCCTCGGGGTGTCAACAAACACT |  |
| Gjb2-35/235-rightR | CTCAGTGGCACCTTCCTCAG |  |
| Gjb2-235-leftR | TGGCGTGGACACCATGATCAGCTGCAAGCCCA |  |
| Gjb2-235-rightF | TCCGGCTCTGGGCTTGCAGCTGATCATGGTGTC |  |
| Gjb2-checkF | TGCCCGGGAAGACAGTTAAG | Genotyping |
| Gjb2-checkR | TTCATGTCTCCGGTAGGCCA |  |
| H19-DMR-wt-F | AGATGGGGTCATTCTTTTCC |  |
| H19-DMR-wt-R | ATTGCTCTTAGCTTCTGTTG |  |
| H19-DMR-del-F | GTGGTTAGTTCTATATGGGG |  |
| H19-DMR-del-R | TCTTACAGTCTGGTCTTGGT |  |
| IG-DMR-wt-F | TGTATGGTACAAACCGGGTGA |  |
| IG-DMR-wt-R | ACTTTTGCTGTGAGGCACTTG |  |
| IG-DMR-del-F | TGTGCAGCAGCAAAGCTAAG |  |
| IG-DMR-del-R | ATACGATACGGCAACCAACG |  |
| Gapdh-qPCR-F | CACTCTTCCACCTTCGATGC | Real time PCR |
| Gapdh-qPCR-R | CTCTTGCTCAGTGTCCTTGC |  |
| Gjb2-qPCR-F | ATTTCGGACCAACCCAGG |  |
| Gjb2-qPCR -R | CCCAATCCATCTTGTCCTCTG |  |
| Gjb6-qPCR -F | GAAGCCCTGGAGAACAAGAC |  |
| Gjb6-qPCR -R | CATGACTCGGAAAATAAAGATGACC |  |

How the deposited data were processed for this re-analysis (not part of the article)

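The study compared RNA-seq libraries of the cochlea of wild-type and 35delG homozygous mice at P14, in the apical, middle and basal turns, with 2 biological repeats of each, 12 libraries in all. The authors extracted RNA with the miRNeasy Micro Kit, made libraries with a VAHTS Universal kit and sequenced 150 nt paired ends on a NovaSeq. They trimmed reads with fastp, aligned them to mm10 with STAR, kept uniquely mapped reads and counted them with featureCounts. The authors tested these counts with DESeq2, which was not used here. The analysis here starts from the FPKM values the authors calculated with stringtie and deposited as 1 table of 37432 genes. No read counts and no raw reads were used here. The FPKM of a library sum to between 316425 and 408162 (median 364817), which is not a depth. The values show no steps of whole reads, so the depth of each library and the counting error of a gene are unknown, and the spread between repeats is the only measure of precision. Of the genes, 1427 are at 0 in every library, and 63 names are carried by more than 1 identifier and were kept apart by identifier. Of the identifiers, 36831 (98.39%) are found with their version in the GENCODE annotation of GRCm38 used here for coordinates, gene types and Entrez numbers, and 31803 of those (86.35%) have the same start and end. The annotation version is not named in the paper's text. No sample column was left out.

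FPKM were divided by a median-of-ratios factor per library over the 11552 genes with at least 1 FPKM in every library (factors 0.917 to 1.06). The 16215 genes with at least 1 FPKM in 2 or more libraries were tested with limma 3.58.1 (R 4.3.3) on log2(scaled FPKM + 1), with 1 mean for each of the 6 groups of genotype and turn, eBayes with a trend (6 residual and 2.78 prior degrees of freedom), two-sided, and Benjamini-Hochberg adjustment over the genes. Contrasts were homozygous minus wild-type in each turn, the mean of the 3 turns, and the differences between turns. The mean over the turns counts each turn once. A gene was called at an adjusted p under 0.01 and a fold change over 2, the paper's thresholds. Fold changes on this scale are smaller than ratios of FPKM for genes near 1 FPKM. Principal components and Euclidean distances used the same genes and scale. The distances were tested with an exact permutation of genotypes within turns, one-sided. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

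KEGG and GO tables were not used here. Instead 24 lists, 7 for functions the paper names and 17 for cell types, were compiled by hand. They were tested in each turn with camera from limma (two-sided, correlation 0.01, adjusted over 72 tests, called at 0.05), with fry and with camera's estimated correlation (statmod 1.5.0), and with Fisher's exact test of members among the called genes (one-sided, for more members than expected). Reactome sets of fgsea 1.28.0 served as an alternative. Cell lists are markers of tissue make-up and overlap with the function lists.

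The sample table, the tests other than those of explanations, the lists and all alternatives but 2 were fixed before the data were examined. Of the tests of explanations, only those of neurons, Schwann cells, hair cells and surrounding tissue were chosen before the results they explain were seen. The alternatives were pseudocounts of 0.1 and 0.01, no filter, a filter of 5 FPKM, the FPKM as deposited, rescaling to an equal sum, quantile normalization, only the libraries of 1 turn, library weights, no trend, a block by repeat number, a random block by genotype and repeat number, an adjusted p under 0.05, no limit on the fold change, each library left out in turn, the 500 genes of highest variance, Spearman's correlation and the list settings above. The other 2, a nerve covariate (each library's mean over neuron markers outside the synaptic vesicle list) and leaving out each library in the principal components, were chosen after the results were seen.

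Genes named in the text were fixed by a rule: the mutated gene and its partner, the genes the paper names, sex-linked and imprinted genes, in each turn the 3 largest rises and 3 largest falls among called genes with a mean of at least 5 scaled FPKM in the higher genotype and no overlap of libraries, and the 3 members of highest mean in each list. Genes beside *Thrb* and *Eif2s3y* were named to test explanations, and *H2-Ea-ps* after the results were seen. Not all genes that the rule covers are reported. The fit was tested on simulated data of the same design, with known changes, known scaling errors and a shifted list. Each simulated gene had the same spread in all groups, unlike the real libraries. A list shifted by −1 was estimated at −0.78, and 5 simulations without any change gave at most 1 call in a contrast. The repeat numbers were not used as pairs, since the paper's text gives no link between libraries of the same number.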

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

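All tests of explanations in this part were chosen only after the result was seen, except the test of surrounding tissue.

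The genotype effect differed between turns. At an adjusted p under 0.01 from limma it differed for 129 genes between the basal and apical turns. Between the basal and middle turns it differed for 1445. With the repeat number as a block in the fit these counts were 0 and 967, and leaving out 1 library lowered both. The synaptic vesicle cycle list differed by 2.756 between the basal and apical and by 3.457 between the basal and middle turns, synapse organization and axonogenesis by 1.501 and 1.849, and membrane potential by 1.318 and 1.566. Calcium signaling differed by 0.466 between the basal and apical turns, and sound perception by −2.592 between the basal and middle turns. Of single genes, the basal minus middle difference was −2.075 for *Gjb6*, −3.976 for *Myo15* and −4.692 for *Otof*. Across all genes tested, the effects of the middle and basal turns had a correlation of −0.5412, while those of the apical and middle turns had 0.5455. Different amounts of nerve tissue in the pieces cannot be told apart from other explanations. The correlation was −0.6162 with the neuron marker mean as a term in the fit, but this mean itself changed by −2.497 in the middle and 3.092 in the basal turn, so an error in its slope moves the 2 effects in opposite directions and makes the correlation negative by itself. With this term 26 genes differed between the basal and middle turns. Exchanged genotypes of the basal pieces are argued against by *Thrb*, which had at least 7.355 scaled FPKM in the wild-type basal libraries and was listed at 0 in both homozygous ones, as in the apical turn. Exchanged labels of the middle and basal pieces in one genotype cannot be told apart from an effect that depends on the turn. All 4 wild-type middle and basal libraries lay nearer to the homozygous libraries of the other of these turns than to those of their own, with mean distances of 89.0 against 107 for the middle and 84.9 against 129 for the basal libraries. A true difference between turns and a different place of division of the cochlea in the 2 genotypes would give the same values, and no gene whose level marks the turn was set to decide it. The biological explanation, a mutation that acts differently along the cochlea, stays open and untested.

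Some libraries lay far from the other 5 of their genotype on a list mean, by Dixon's test at 5%. The test was run on 56 groups, which are more than the 24 lists give and so include other measures. It was passed by 11 groups, all of them list means, where 2.8 of the 56 are expected by chance. A group of 6 libraries mixes 3 turns, so a turn that differs can also bring this about. The first wild-type basal library was lowest for the synaptic vesicle cycle (−1.41), membrane potential (−0.8152) and spiral ganglion neuron (−3.029) lists. The second wild-type basal library was highest for the strial marginal cell (0.977), melanocyte and strial intermediate cell (1.971), ciliated epithelium (2.22), middle ear secretory epithelium (4.95) and fibrocyte (0.5357) lists. Among homozygous libraries, the first basal library was highest for calcium signaling (0.1944), the second basal library lowest for the strial marginal cell list (−1.806), and the first middle library highest for osteoblasts and bone (1.893). Sequencing depth is unknown and could not be weighed. A candidate explanation for the wild-type basal libraries is a different amount of surrounding tissue. The mean absolute difference between the 2 repeats over 9 lists of such tissue was 1.754, above the 0.493 to 1.16 of the apical and middle pairs. Ciliated epithelium (2.62) and middle ear secretory epithelium (3.91) are also among the outlying lists, so this mean partly restates the observation. Glia of the central nervous system differed by 3.44, bone by 2.81, macrophages by 1.09 and neutrophils by 1.06. Skeletal muscle differed by 0.51, squamous epithelium by 0.26 and erythroid cells by 0.08. The comparison was not made without the outlying lists. The most abundant genes of the 9 lists were *Spp1* of bone (mean of all libraries 1503 scaled FPKM), *Hbb-bs* of blood (879), *S100a9* of neutrophils (365) and *Bpifa1* of the middle ear (287). Of the 17 bone genes 4 are also in another list, and of the 4 middle ear genes 0. The homozygous basal repeats argue against the same explanation for them, with a mean difference of 0.3272 over the 9 lists. The position at which the pieces were divided was not tested, and no biological explanation was tested, since repeats of a group have the same genotype and turn.

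Some genes the paper does not discuss were present in all libraries of 1 genotype and at or near 0, or far lower, in all libraries of the other. *Thrb* had at least 7.355 scaled FPKM in wild-type libraries and at most 0.0363 in homozygous ones, where it was listed at 0 in 4 of 6. *Eif2s3y* had at least 13.18 against at most 0.0319. The other way round, *Gm10260* had at least 13.11 in homozygous libraries against at most 0.0746, and *Tpm3-rs7* at least 10.11 against at most 0.279. *Atp6v0c-ps2* had at least 23.93, but was present at a lower level in wild-type libraries too, with 0.733 to 1.51. *H2-Ea-ps*, a gene picked after the results were seen, had at least 1.108 in homozygous libraries and was listed at 0 in all 6 wild-type ones (averaged adjusted p = 0.0362, not called). In all, 9 genes had at least 1 scaled FPKM in every library of 1 genotype and under 0.1 in every library of the other, 3 of them higher and 6 lower in homozygotes. A different sex of the mice is argued against by *Xist*, which was at most 0.07462 in any library. A loss on chromosome 14 that reaches the neighbours of *Thrb* is argued against by *Nr1d2* after it, with an averaged log2 fold change of −0.09239 (adjusted p = 0.642), and by *Rarb* before it, with −0.38 (adjusted p = 0.112). A smaller loss inside *Thrb* stays open. For *Eif2s3y*, the values are consistent with the loss of a stretch of the Y chromosome. *Kdm5d* before it fell by 1.122 (log2 −1.122, adjusted p = 0.00154), *Gm29650* after it had at least 1.58 in wild-type and was listed at 0 in all 6 homozygous libraries, and *Ddx3y* further along had −0.09 (adjusted p = 0.635). *Kdm5d* kept at least 1.18 scaled FPKM, so it was not lost in all cells if its reads are its own. *Gm10260* and *Tpm3-rs7* are annotated as retrogenes and *Atp6v0c-ps2* as a processed pseudogene, and pseudogenes made up 11.45% of the 131 genes higher in all homozygous libraries against 2.56% of the other genes tested (Fisher's exact test, p = 1.87e-06). Reads that a variant in the genome of one group moves from a gene to its copies are a candidate explanation. By the paper's supplement, nearly all homozygous pups that lived past 2 weeks came from 1 stem cell line. Homozygous mice came from embryonic stem cells and wild-type mice were purchased, so a change in the stem cells, a difference in background and the mutation itself all fall together in this design and none was separated by a test.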

How the results depend on the processing

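The nerve covariate and leaving out libraries in the principal components were chosen only after the result was seen. For each change below the cause was not tested, unless the setting itself states it. Counts of called genes stand in the order apical, middle, basal, averaged, basal minus apical and basal minus middle, where the chosen fit gave 29, 29, 696, 61, 129 and 1445.

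A pseudocount of 0.1 gave 13 apical and 19 middle genes and a first component of 39.9%, and a pseudocount of 0.01 gave 13, 16 and, for basal minus apical, 71. Without a filter the counts were 17, 15, 89, 26, 13 and 296, and all 89 basal genes were among the 696. A filter of 5 FPKM gave 17 middle and 31 averaged genes and 198 for basal minus apical. Rescaling to an equal sum gave 13 apical and 15 middle genes and 315 for basal minus apical, and quantile normalization gave 361 there. With only the libraries of 1 turn, 93 apical, 0 middle (3930 at an unadjusted p under 0.05) and 0 basal genes (3234) were called, and 0 of the 5 hearing genes. Library weights gave 258, 63 and 22, with 84 for basal minus apical, and 0 hearing genes. The weights were 2.54 and 1.18 for the apical groups (wild-type, homozygous) but 0.478 and 0.664 for the basal groups. At an adjusted p under 0.05 the counts were 136, 475, 1954, 162, 1810 and 3214, with 3 hearing genes, and *Gjb2* in the basal turn (−1.94) and *Gjb6* in the middle turn (1.27) were called. With the nerve covariate the counts were 100, 22, 18, 213, 7 and 26, with 0 hearing genes, and *Myo3a* in the basal turn reversed to 0.070. Of those 18 basal genes 11 were among the 696.

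The share of higher genes moved with the scaling. It was 55.17%, 44.83%, 58.91%, 47.54%, 67.44% and 71.07% in the chosen fit, 76.92%, 60% (middle), 74.46%, 58.33%, 87.3% and 78.53% after rescaling to an equal sum, 60.87% in the middle turn as deposited, and 64.86% in the apical turn after quantile normalization. Pseudocounts of 0.1 and 0.01 gave 46.51% and 45.12% in the basal turn.

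The residuals gave no clear sign that the repeat numbers pair libraries. Residuals of the same number correlated between −0.0694 and 0.207 within a turn and between −0.415 and 0.267 within a genotype. For libraries that share neither, the range was −0.432 to 0.45. The consensus correlation of the random block was −0.0558. The block by repeat number gave 12, 12, 177 and 34 genes and 0 for basal minus apical (4538 at an unadjusted p under 0.05), and 175 of its 177 basal genes were among the 696. The random block by genotype and repeat number gave 76 for basal minus apical.

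With the estimated correlation, camera called none of the function lists (0 of 13 calls). The means of these lists do not depend on the test: −0.74 (synaptic vesicle), −0.50 (synapse organization) and −0.39 (membrane potential) in the apical turn, −1.44, −0.85 and −0.64 in the middle turn, and −1.71 (sound perception) and 2.02 (synaptic vesicle) in the basal turn. Fry did not call the 3 apical lists (−0.74, −0.50, −0.39) and membrane potential in the middle turn (−0.64). With Reactome sets the synaptic vesicle stand-in had −0.34 in the apical turn, and that for synapse organization −0.054 and −0.097 in the apical and middle turns, none of them called. The synaptic vesicle stand-in was called in the middle turn (−0.85) and in the basal turn (1.16). In both, the adjusted p was 0.000225 by camera, 0.0404 by fry and 0.246 with the estimated correlation. The PI3K set reversed to −0.063, −0.070 and 0.085 in the 3 turns, and the extracellular matrix set, beside the cell adhesion list, to 0.41 and −0.25 in the middle and basal turns, where the sets hold other genes. As deposited, cell adhesion in the middle turn reversed to 0.063 and supporting cells in the apical turn to 0.00702. With the 500 genes of highest variance the first component held 50.5%.

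Over the fits that each left out 1 library, apical genes ranged from 11 to 52, middle from 8 to 50, basal from 40 to 287, averaged from 13 to 301, middle minus apical from 0 to 1, basal minus apical from 0 to 3 and basal minus middle from 690 to 778. Counts of a turn come from the fits that kept all 4 of its libraries. Basal genes were fewest without the second wild-type apical library (40; 41 without the first), and most without the first homozygous middle library. Averaged genes numbered 301 without the second wild-type basal library. *Gjb6* in the middle turn ranged from 0.94 to 1.59, *Gjb2* in the basal turn from −2.49 to −1.38, and in lists cell adhesion from −0.24 to 0.091 (middle) and from −0.029 to 0.31 (basal), calcium signaling from −0.031 to 0.30 (basal), the synaptic vesicle list from 1.37 to 2.69 (basal; lowest without the first and highest without the second wild-type basal library), and the first component from 36.6% to 47.1%.

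Of the 484 values of other named genes under the settings, 429 kept their call and direction, 52 were weaker, 2 stronger and 1 reversed. Of 182 values of lists for which the paper makes no claim, 122 were the same, 54 weaker, 3 stronger and 3 reversed.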

Differences from the paper's values

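The paper gives 623 DEGs in the apical turn, against 29 here, 1418 in the middle turn, against 29 here, and 1087 in the basal turn, against 696 here. Of the alternatives set before the data were examined, quantile normalization (799) and no limit on the fold change (756) brought the basal count within 1.5 times the paper's. None did so for the apical turn, where the alternatives gave 11 to 258, or for the middle turn, where they gave 0 to 475. At an adjusted p under 0.05 the basal count was 1954. By direction, Fig. 5A of the paper, read by eye, gives about 380 lower and about 240 higher genes in the apical turn, against 13 and 16 here, about 870 lower and about 550 higher in the middle turn, against 16 and 13 here, and about 580 lower in the basal turn, against 286 here. None of the alternatives closed the gap for the apical and middle turns.

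The paper places more DEGs in the middle than in the basal turn. Here the basal turn had more, 696 against 29. With library weights the order was 63 in the middle and 22 in the basal turn, but 258 in the apical turn. With the nerve covariate, chosen after seeing the values, it was 22 in the middle and 18 in the basal turn, but 100 in the apical turn.

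The paper states that the DEGs of the apical turn are enriched in PI3K-AKT signaling and the synaptic vesicle cycle. Here 0 of 107 and 0 of 46 members of the lists for these were called in the apical turn (at an unadjusted p under 0.05 and over 2-fold, 4 lower and 13 higher for PI3K-AKT and 5 lower and 0 higher for the synaptic vesicle cycle). By chance 0.191 and 0.0823 called members are expected, so counts of 0 hardly test the enrichment. Camera did call the synaptic vesicle list as lower (mean −0.74). For PI3K-AKT no setting gave a call in the apical turn, and in the basal turn Fisher's exact test found 14 called members where 4.59 are expected (adjusted p = 0.00344).

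The paper states that the DEGs of the middle and basal turns are linked to calcium signaling, cell adhesion molecules and the synaptic vesicle cycle. In the basal turn the called members were 7 of 66 (Fisher adjusted p = 0.148), 9 of 81 (0.0560) and 13 of 46 (2.97e-06), and in the middle turn 0 (11 lower and 4 higher by over 2-fold at an unadjusted p under 0.05), 1 and 0 (28 lower and 0 higher). In the middle turn 0.118, 0.145 and 0.0823 called members are expected by chance, so the counts there hardly test the enrichment. For cell adhesion the Reactome set for extracellular matrix organization was called in the middle turn (mean 0.41, adjusted p = 0.00199).

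The paper states that genes lower in the apical and middle turns are enriched in synapse organization, axonogenesis, membrane potential and the synaptic vesicle cycle. Here no member of these lists was called in the 2 turns by itself. By chance at most 0.120 called members are expected in any of them, so this hardly tests the enrichment. Camera called all 3 lists as lower in both turns, and fry called synapse organization (−0.85) and the synaptic vesicle cycle (−1.44) in the middle turn.

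The paper names *Myo3a*, *Myo3b*, *Myo15*, *Otof* and *Tmc1* as lower in the basal turn. All were lower here, and *Otof* was called. At an adjusted p under 0.05, *Myo15* and *Tmc1* were called too. *Myo3a* had an adjusted p of 0.199, and over the alternatives it ranged from 0.0167 (pseudocount 0.01) to 0.949 (nerve covariate, chosen after seeing the values). No setting called *Myo3a* or *Myo3b* at an adjusted p under 0.01.

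The paper reports lower *Gjb2* and *Gjb6* in the cochlea of homozygous mice by qPCR. Here the log2 fold changes averaged over the turns were −0.21 (adjusted p = 0.746) and 0.49 (adjusted p = 0.145), and both genes were lower in the basal turn (−1.94 and −0.81) and higher in the apical and middle turns.

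The paper describes repeats as similar in the principal components. Here the wild-type basal repeats were 105 apart, beside a mean of 129 between the genotypes in that turn.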

Other observations

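The tests of neurons, Schwann cells, hair cells and surrounding tissue were chosen before the results they explain were seen, and all others in this part only after the result was seen.

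The fall of synaptic genes in the homozygous apical and middle turns went along with nerve tissue. Markers of spiral ganglion neurons outside the synaptic vesicle list (21 genes) had a mean log2 fold change of −1.095 in the apical and −2.497 in the middle turn, together −1.796, and the Schwann cell and myelin list had −1.621 over the 2 turns. In the basal turn both rose, by 3.09 and 1.89. The full spiral ganglion neuron list was at −3.03 and 0.47 in the wild-type basal repeats, against 1.82 and 2.11 in the homozygous ones. The size of the neuron rise therefore depends strongly on the first wild-type repeat, while its direction holds for both. Over the 12 libraries the neuron marker mean correlated with the synaptic vesicle mean without shared genes at r = 0.968 (permutation test, two-sided, 1e-05, the smallest that 100000 resamples can give, adjusted over 4 relations 2e-05; Spearman's rho 0.979), with 0.972 in wild-type and 0.981 in homozygous libraries alone, and at 0.964 without the 2 libraries farthest out. For synapse organization r was 0.860, for membrane potential 0.947 and for Schwann cells 0.839. These values are consistent with fewer nerve fibres or cell bodies in the homozygous apical and middle pieces and more in the basal ones. The most abundant neuron markers are *Snap25* (mean of all libraries 262 scaled FPKM), *Nefh* (201) and *Nefm* (199.9), and that of Schwann cells is *Mbp* (2437). Of the 25 neuron markers 10 and of the 17 Schwann cell genes 3 are in another list. What stays open is whether nerve tissue was lost in the animals, whether the pieces were taken with more or less of it, or whether the genes are regulated together. The calcium signaling list, with −0.33 and −0.20 in these turns, was not tested against the neuron markers.

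The lower hearing genes of the homozygous basal turn went along with all hair cell markers. All 22 were lower, 17 of them by over 2-fold and 5 called, with the largest fall at −4.62 for *Cabp2*. The list mean was −2.01 (camera adjusted p = 1.18e-09, fry 0.0135), and its most abundant genes are *Ocm* (142 scaled FPKM), *Otof* (23.4) and *Cabp2* (14.1). All 22 are also in another list, mostly sound perception, so the 2 lists are not independent. Supporting cell markers (*Fbxo2*, *Ceacam16* and *Epyc* are the most abundant, 6 of 20 are in another list) fell as well, with a mean of −1.669 and 16 of 20 lower, but *Prox1* rose by 2.31 and *Ceacam16* fell by 7.65. A candidate explanation is less sensory epithelium, or fewer hair cells, in the homozygous basal pieces. In the middle turn the hair cell list was higher in homozygotes (1.10, camera adjusted p = 0.000145, not called by fry). The paper counted hair cells and supporting cells in all 3 turns at P14 by immunofluorescence (Fig. 3F, G) and describes them as intact in homozygous mice, which goes against a loss in the animals. What share of a sequenced piece was sensory epithelium is not known, and the values do not part a fall of these genes within cells from a smaller share of such cells in the piece.

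Other cell lists moved too (mean log2 fold change in the apical, middle and basal turns; camera adjusted p under 0.05 in the turns named). Strial marginal cells had 1.98, 1.86 and −0.84 (apical and middle), melanocytes and strial intermediate cells 1.97, 1.87 and −0.96 (apical and middle), osteoblasts 1.54, 1.22 and −0.59 (apical), neutrophils 0.88, 2.88 and −1.80 (middle and basal), macrophages 0.73, 0.34 and −0.64 (apical), erythroid cells 0.39, 1.15 and −2.05 (basal), fibrocytes 0.66, 1.19 and −1.14 (basal), endothelium 0.23, 0.47 and −0.23 (apical and middle), squamous epithelium 0.16, 0.26 and −1.21 (basal), and glia of the central nervous system 0.40, −2.46 and 1.99 (middle). Skeletal muscle (−0.34, −0.57 and −0.30), ciliated epithelium (−0.05, −0.15 and −1.05) and middle ear secretory epithelium (−0.31, −0.45 and −3.12) were not called. The glia list ran from −1.46 to 3.35 over the wild-type libraries, and 1 of the 2 wild-type middle libraries held the high value. The middle rise of the neutrophil list rests mainly on the first homozygous library. This list was at 3.86 and 0.03 in the homozygous middle libraries, against −1.71 and −0.15 in the wild-type ones. A piece of cochlea is thus a mixture whose parts differ between libraries, and no fold change here is that of a single cell type.

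Averaged over the turns 61 genes were called, 29 higher and 32 lower. Of 100 splits drawn from the 108 possible within the turns, 2, the real one included, gave as many. The other split exchanges the genotypes in the basal turn against the apical and middle turns and gave 710 genes. It holds the same groups of 2 libraries as the real one, so it is not a random regrouping and restates that the basal effects run the opposite way. Among the splits that mix genotypes within a turn, 1 that kept the apical and middle turns and mixed the basal turn gave 56, close to the real 61. The median of the other splits was 0.

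In all, 238 genes (131 higher, 107 lower in homozygotes), or 1.47% of those tested, had no overlap between the 6 wild-type and 6 homozygous libraries, where 0.216% (35.1 genes) is expected by chance. Of these, 86 lay within 1 Mb of another such gene, against a median of 72 (95% range 55 to 90) in 10000 random sets (one-sided permutation p = 0.0720). A difference in genetic background carried in segments therefore cannot be told apart from none with this test. *H2-Ea-ps* bears on the background too, as it is listed at 0 in all 6 wild-type libraries and had 1.11 to 11.8 scaled FPKM in the homozygous ones, which does not say whether origin or mutation is behind it. Among the 107 lower genes 2.80% were pseudogenes (Fisher's exact test, p = 0.761). The paper states that the background was almost C57BL/6J. It takes the homozygous mice from tetraploid complementation and the wild-type mice from a supplier, so delivery, nursing and origin differ as well, and none of these was tested.

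Imprinted genes were looked at because the semi-cloned founders carried deletions of the H19-DMR and IG-DMR that were bred out. The averaged log2 fold changes were 1.37 for *H19* (adjusted p = 0.204 from limma) and 0.35 for *Igf2* (adjusted p = 0.763). *Meg3* had −1.84, −1.70 and 3.22 in the apical, middle and basal turns (adjusted p = 0.0160 in the basal turn), and *Dlk1* was too low to test, with at most 0.411 scaled FPKM. None of these was called within a turn or averaged over the turns, but the *Meg3* effect differed between the basal and middle turns (4.91, adjusted p = 0.00912). *Sox2* had −0.21 (adjusted p = 0.513), *Myo7a* −0.34 (adjusted p = 0.275), *Gapdh* 0.11 (adjusted p = 0.824) and *Uty* −0.28 (adjusted p = 0.151), averaged over the turns.

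*Gjb2* transcripts were present in all homozygous libraries, with the lowest value of 58.6 in the basal turn. With the nerve covariate, chosen after the results were seen, the basal change of *Gjb2* was −1.11 (adjusted p = 0.299 from limma, where the other settings start from 0.0207), so the value depends on how the make-up of the pieces is treated. The basal turn is also the one where supporting cell markers fell (−1.669), and supporting cells may be where part of the *Gjb2* signal comes from. A lower level of *Gjb2* per cell and a smaller share of such cells in the pieces were not separated.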
